# Dynamic Regulation of Vascular Myosin Light Chain (MYL9) with Injury and Aging

**DOI:** 10.1371/journal.pone.0025855

**Published:** 2011-10-07

**Authors:** Lina A. Shehadeh, Keith A. Webster, Joshua M. Hare, Roberto I. Vazquez-Padron

## Abstract

**Background:**

Aging-associated changes in the cardiovascular system increase the risk for disease development and lead to profound alterations in vascular reactivity and stiffness. Elucidating the molecular response of arteries to injury and age will help understand the exaggerated remodeling of aging vessels.

**Methodology/Principal Findings:**

We studied the gene expression profile in a model of mechanical vascular injury in the iliac artery of aging (22 months old) and young rats (4 months old). We investigated aging-related variations in gene expression at 30 min, 3 d and 7 d post injury. We found that the Myosin Light Chain gene (**MYL9**) was the only gene differentially expressed in the aged versus young injured arteries at all time points studied, peaking at day 3 after injury (4.6 fold upregulation (*p<0.05*) in the smooth muscle cell layers. We confirmed this finding on an aging aortic microarray experiment available through NCBI's GEO database. We found that Myl9 was consistently upregulated with age in healthy rat aortas. To determine the arterial localization of Myl9 with age and injury, we performed immunohistochemistry for Myl9 in rat iliac arteries and found that in healthy and injured (30 days post injury) arteries, Myl9 expression increased with age in the endothelial layers.

**Conclusions/Significance:**

The consistent upregulation of the myosin light chain protein (Myl9) with age and injury in arterial tissue draws attention to the increased vascular permeability and to the age-caused predisposition to arterial constriction after balloon angioplasty.

## Introduction

Vascular diseases remain the most common cause of death in the world [1]. Aging increases the risk for hypertension, coronary artery disease, and heart failure. The aging-associated changes in the cardiovascular system lead to profound alterations in vascular reactivity and stiffness [2], [3]. Aging also increases the risk for vascular proliferative diseases such atherosclerosis [4] and restenosis after percutaneous coronary interventions.

In fact, experimental data suggesting that age increases the risk for vascular diseases date back to 1982. Using a balloon injury model Stemerman et al. [5] showed that VSMCs of aged rats proliferate more in response to injury than those of young animals. These results were reproduced in rabbits and primates [4], [6] and extended to a model of vascular injury in mice [7]. We previously demonstrated that aged mice develop more neointima following arterial injury than their younger counterparts [7].

Based on the aforementioned observations, the aim of this study was to investigate the effects of aging on the early vascular response to injury in a model of arterial stenosis. Therefore, we studied the global gene expression profiles in healthy and injured arteries of aged and young rats at multiple time points. Moreover, we attempted to verify our results by analysis of a public dataset on gene expression of aged and young healthy aortas spanning four different ages [8]. Finally, we studied the localization of the identified contractility gene, Myl9, within the arterial wall of aged and young, healthy and injured iliac arteries.

## Results

### Myl9 is the only gene differentially expressed in all 3 different time-points after wire injury in aged versus young rats

We can start to comprehend the dynamics of vascular injury only if we examine vascular remodeling with time. Therefore, we elected to study global gene expression of vascular remodeling in a 3-point time series. 

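RNA of iliac arteries of Fisher rats was compared directly on Agilent Whole Rat Genome arrays, with 1 old and 1 young artery on each array, in different dyes (Cy5 and Cy3). Of the arrays of old versus young arteries after balloon injury, 3 cover 30 min, 4 cover 3 days and 4 cover 7 days. The legend of Table S1-B gives 3 per group at 3 days, and all 4 arrays of that time were used here. The sample labels and the Results give ages of 22 and 3 months, and the Methods give 2 months for the young rats. By the Methods, old rats came from the National Institute of Aging and young ones from Harlan Laboratories. Age therefore cannot be told apart from supplier in any comparison of old with young arteries. By the labels and the Results both arteries on an array were injured, whereas the legend of Table S1-B names the young artery as a control. The Methods describe GenePix scans, Lowess normalization in Acuity, criteria of spot quality and GeneSpring with RMA. The paper's text does not name the step that made the deposited log2 ratios. Nor does it say whether these ratios stand as old over young or as Cy5 over Cy3, and the sign used here follows the authors' fold changes at 30 min and 3 days, which show only the sign that the authors used. All 1902 transcripts of the list on 30 min in Table S1 found among the deposited values matched within 1% when arrays with the old artery in Cy3 were turned in sign, and 5 matched without turning. Of the first 808 of the 924 transcripts of Table S1-B, on 3 days, 807 were found, and all of these matched with turning and 1 without. The arrays turned were replicate 2 at 30 min, replicates 1 and 3 at 3 days and, by the same rule, replicates 2 and 4 at 7 days, a time with no table of folds here. As a check, 574 probes were taken that had the same sign on every turned array of healthy and 30 min arteries. Their mean log2 ratio there was at least 0.5 in size. With this mean the turned arrays of 7 days correlated at 0.192, 0.333, 0.224 and 0.429. Those of 3 days correlated at 0.233, 0.228, −0.107 and −0.343 and so did not share a sign. After turning, arrays of opposite dyes correlated across probes, which are not independent replicates, at Pearson r of −0.430 to −0.272 at 3 days, −0.369 to −0.191 at 7 days and −0.053 and −0.049 at 30 min. Arrays with the same dyes correlated at 0.331 to 0.381, 0.384 to 0.394 and 0.220 at these times, so that at 3 and 7 days the arrays, once turned, resembled each other only within the same dyes. The log2 ratios of all 20 arrays of the study were fitted together with limma, with 1 coefficient for each of 6 comparisons and 1 for the dye. The p-values were adjusted by the Benjamini-Hochberg method over 41010 probes, of which 21394 have a gene symbol. The study's own thresholds, an unadjusted p under 0.05 and a 2-fold change, are given beside these. The log2 ratios of an array had a standard deviation of 0.36 to 0.52 at 30 min, 0.57 to 0.80 at 3 days and 0.75 to 0.89 at 7 days. In simulated values with each probe's residual spread, set equal on all arrays, 84, 87 and 91 of 100 probes given a 4-fold change passed an adjusted p under 0.05 at 30 min, 3 days and 7 days. Of 100 given a 2-fold change 35, 49 and 57 passed. The real arrays differ in spread between the times, so these numbers do not give the sensitivity at each time. No source ties the samples to animals, so the p-values measure only the spread between these samples, and the number of arrays limits the precision. The spread of a probe is pooled over all 20 arrays. At 7 days, where the arrays spread most, the limma p-values thus rest in part on the quieter arrays of other comparisons and can be too small.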

Looking at the global gene expression in the iliac arteries of old versus young rats 30 minutes, 3 days, or 7 days after balloon injury, we found that Myosin Light Chain, Myl9, was the only gene that overlapped as differentially expressed in all the three experiments (Figure 1). 

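At 30 min after injury, osteopontin (Spp1) and Cxcl13, a chemokine for B cells, were higher in old than in young arteries, with log2 ratios of 2.50 (standard error 0.36, adjusted p = 0.0373) and 2.38 (standard error 0.35, adjusted p = 0.0388), on 3 of 3 arrays each. Angiotensinogen (Agt), the precursor of angiotensin, was lower at −1.76 (standard error 0.25, adjusted p = 0.0373), as was Pdgfrl, a gene like the receptors of platelet-derived growth factor, at −1.28 (adjusted p = 0.0485; named after its values were seen). These 4 probes were the only ones past an adjusted p under 0.05 from limma at 30 min. At 3 days 14 probes passed, 5 higher and 9 lower in old arteries. They were the probe that Table S1 assigns to Myl9, 4 others with a gene name and 9 without. Wnt10a, a secreted Wnt ligand, had 1.13 (adjusted p = 0.0454), the RNA-binding gene Samd4b −1.28 (adjusted p = 0.0493), Tmem8b −1.14 (adjusted p = 0.0493) and Actrt1, named after its values were seen, −1.13. The calls of Wnt10a, Samd4b and Tmem8b ended in 20, 23 and 24 of 28 alternatives and those of Spp1, Cxcl13 and Agt at 30 min in 12, 15 and 12, with the methods' t-test taken at the study's thresholds. At 7 days 295 probes passed, 90 higher and 205 lower. The highest was S100vp, an S100 protein named for the ventral prostate, at 3.00 (standard error 0.21, adjusted p = 1.7e-06). Transcripts best known from liver were also higher: albumin (Alb) at 2.21 (standard error 0.28, adjusted p = 0.0014), Ambp at 1.96, a cytochrome gene (Cyp2c7) at 1.91 and the fibrinogen chains Fgg at 1.90 and Fgb at 1.82. Of 30 other abundant liver transcripts measured 12 were above 0, with a median of −0.16. Lower at 7 days were the ephrin receptor Epha4 at −4.50 (standard error 0.80, adjusted p = 0.0159) and the embryonic haemoglobin Hbe1 at −2.51. Epha4 had −8.31 and −8.03 on the arrays with the old artery in Cy5, the lowest values of all probes on these arrays. On those with the old artery in Cy3 it had −1.10 and −0.56. Lower as well were the prolactin receptor Prlr at −1.93, the metalloproteinase Mmp27 at −1.79, the thyroid hormone receptor Thrb at −1.74 and Agt at −1.37 (adjusted p = 0.00575). At the study's thresholds 218 probes passed at 30 min (135 higher, 83 lower), 251 at 3 days (147 and 104) and 685 at 7 days (263 and 422). In the simulated values of equal spread 333, 179 and 197 unchanged probes passed them. At an unadjusted p under 0.05 from limma were 1748, 1739 and 4503 probes, where chance would give 2050.5 if all arrays had the same spread. The arrays of 7 days spread more than those of 30 min, so this number does not hold at each time. The 4503 are therefore no measure of an excess over chance. The 218, 251 and 685 became 1172 without 30 min replicate 2, 494 without 3 days replicate 4 and 1341 without 7 days replicate 4, and 559, 106 (48 higher, 58 lower) and 158 with all arrays brought to the same spread. The methods' t-test passed 66, 42 and 200 there and 0 at each time after Benjamini-Hochberg adjustment. No probe passed the study's thresholds at all 3 times in limma, where 0.02 would be shared by independence. With no fold threshold 1 unnamed probe did, A_44_P183654, named after its values were seen, at 0.49, 0.62 and −0.41. With the methods' t-test and no fold threshold, a setting added after the data were examined, 1902, 923 and 1489 probes passed and 1 was shared, the Myl9 probe of Table S1. The 295 probes past an adjusted p under 0.05 at 7 days became 175 without 30 min replicate 1 and 674 without 7 days replicate 4. The counts past an adjusted p under 0.05 became 42 (26 higher, 16 lower), 5 and 18 (9 and 9) with all arrays brought to the same spread, 0 at each time with only the arrays of a comparison in the fit, and 7, 6327 and 8826 with the arrays of 3 and 7 days left as deposited, an alternative added after the data were examined. With those left as deposited, Alb (−0.29), S100vp (−0.25), Thrb (0.45), Wnt10a (−0.19) and Samd4b (0.50) turned in direction. With the arrays of old versus old and young versus young arteries turned by dye as well, also added afterwards, the counts were 0, 10 and 289. From the comparison of the 3 lists the paper singles out Myl9, which its Discussion describes as a common denominator of old healthy and old injured arteries.

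**Figure D1:**
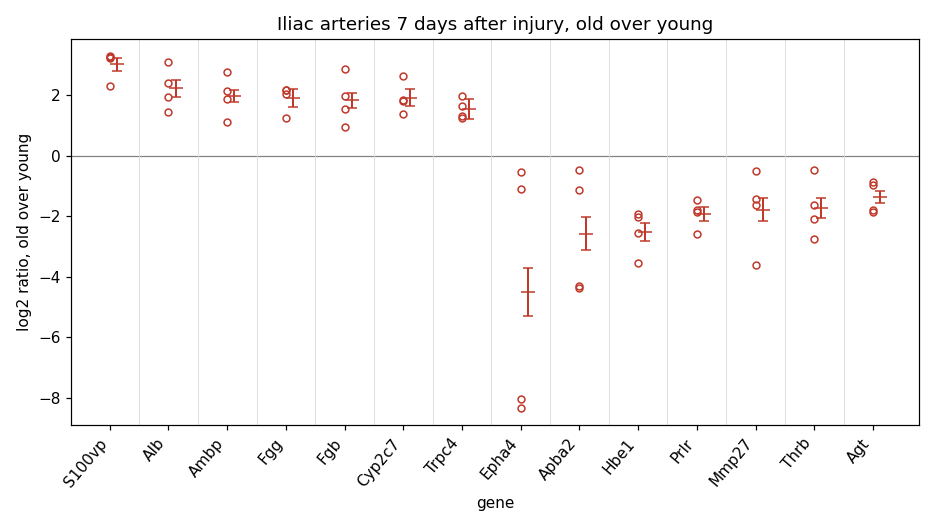
Log2 ratios of old over young arteries 7 days after injury for the genes on the x axis. Circles are the 4 arrays, turned so that values above 0 are higher in the old artery, and each dash with its bar is the ratio fitted by limma with its standard error; S100vp and the genes best known from liver lie above 0 on every array, and the arrays of Epha4 spread from −8.31 to −0.56.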

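Myl9 encodes a regulatory light chain of the myosin of smooth muscle. Table S1 lists it by the probe A_44_P181718, which has no gene name in the platform table used here; a pair of other probes, A_43_P10468 and A_44_P365436, carry the name Myl9. On the listed probe the old over young log2 ratio was −0.14 at 30 min (standard error 0.19, adjusted p = 1.00), with −0.17, −0.16 and −0.15 on the 3 arrays. At 3 days it was 1.14 (standard error 0.16, adjusted p = 0.0245), a fold of 2.20, with 1.63, 0.94, 0.81 and 1.18 on the 4 arrays. At 7 days it was 0.60 (standard error 0.16, adjusted p = 0.0988), a fold of 1.51, with 0.33, 0.85, 0.84 and 0.37 on the 4 arrays. The value of the listed probe on 3 days replicate 1, 1.62739, equals in every digit kept the highest 3-day value of the olfactory receptor probe Olr1177. Probes of other unrelated genes also share values at 3 days, such as Spry3 and Top2b at 2.47383. Spot intensities were not examined here, so whether such values come from weak spots was not tested. On the probes that carry the name, the ratios were −0.15 and −0.02 at 30 min, 0.45 (standard error 0.34) and 0.56 (standard error 0.27) at 3 days, and 0.29 and 0.25 at 7 days. Neither passed an adjusted p under 0.05 at any time. At 3 days their arrays ran from −0.55 to 1.47 and from −0.13 to 1.11, with 3 of 4 above 0 on each. The call of the listed probe at 3 days ended with only the arrays of that time in the fit (1.14, adjusted p = 0.822), without 3 days replicate 1 (0.98, adjusted p = 0.0948) and without 3 days replicate 4 (1.11, adjusted p = 0.0631). In the methods' t-test its adjusted p was 1.00. In the other reading of the direction, all old versus young arrays were left as deposited and the arrays within an age were turned by dye. In that reading, and with only the arrays of 3 and 7 days left as deposited, the listed probe had −0.08 at 3 days and −0.01 at 7 days.

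**Figure D2:**
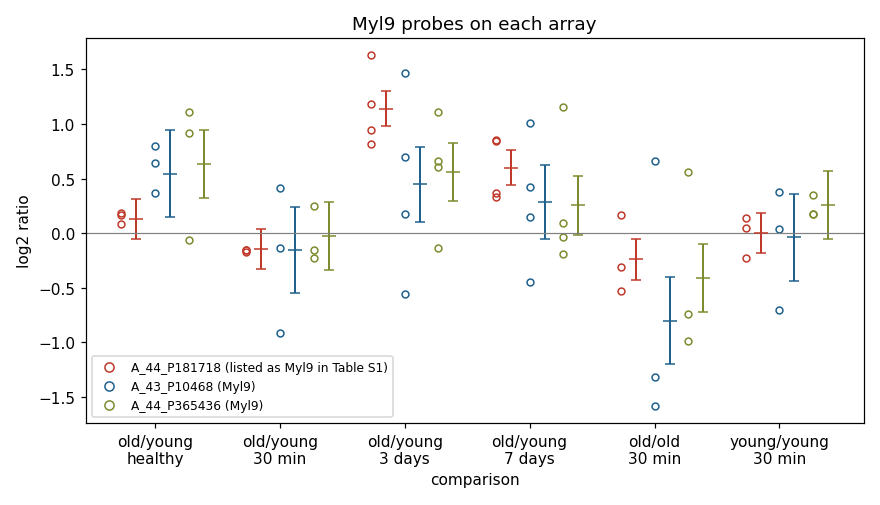
Log2 ratios of the 3 Myl9 probes in the 6 comparisons, which stand along the x axis. Circles are arrays, and each dash with its bar is the ratio fitted by limma with its standard error. The probe listed in Table S1 lies above 0 on all 4 arrays at 3 days and at 7 days and below 0 on all 3 at 30 min. The other probes lie above 0 on 3 of 4 arrays each at 3 days.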

Myl9, was significantly downregulated at 30 mins (−2.2 fold), highly upregulated at 3 days (4.6 fold), and upregulated at 7 days (2.9 fold). 40 other genes overlapped between 30 minutes and 3-days; 44 other genes overlapped between 3-day and 7-day injury; 74 genes overlapped between 3 minutes and 7-day injury. 

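Of 15 probes past the study's thresholds at both 30 min and 7 days, 14 had the same direction at both with the arrays turned by dye. Independence would give 3.64 shared probes. The comparisons share the same fit and the same spread for a probe. Numbers under independence, here and below, are therefore no test of a shared response. Lower in old arteries at both times were the angiotensin receptor Agtr2 (−1.23 and −1.44), the RNA-binding gene Igf2bp2 (−1.78 and −1.18), Col3a1, a chain of collagen III (−1.22 and −1.01), the non-coding RNA H19 (−1.08 at each), and also Agt and Mmp27. Higher at both were Esm1, the proteoglycan endocan of endothelial cells (1.66 and 1.14), Olr1, a receptor of oxidised LDL (1.70 and 1.54), and Cadps (1.42 at 30 min). Of these genes only Agt passed an adjusted p under 0.05 from limma at 30 min. At 7 days Agt, Agtr2, Mmp27 and Cadps passed. Col3a1, H19, Olr1, Igf2bp2 and Esm1 did not (adjusted p = 0.286, 0.148, 0.172, 0.124 and 0.116 from limma). Clec1b, a receptor of platelets, was lower at 30 min (−1.56) and higher at 7 days (1.37). Of 16 probes shared by 3 and 7 days, where independence would give 4.19, 3 had the same direction, among them the nuclear receptor Nr2c2 (1.07 and 1.25). Opposite directions were found for Apba2 (2.07 and −2.58), Rnf128, a ubiquitin ligase (1.16 and −1.62), Prp2l1 (2.01 and −1.61) and the olfactory receptor gene Or6c68 (1.09 and −1.58). None of these genes passed an adjusted p under 0.05 from limma at 3 days, and at 7 days Apba2 and Rnf128 did. With the arrays of 3 and 7 days left as deposited, an alternative added after the data were examined, 887 probes were shared by these times, 875 in the same direction. No probe was shared by 30 min and 3 days in limma at these thresholds, where independence would give 1.33. With the methods' t-test and no fold threshold, added after the data were examined, 40 probes were shared by 30 min and 3 days only, 44 by 3 and 7 days only and 74 by 30 min and 7 days only. Independence would give 42.8, 33.5 and 69.1 for these pairs, the probe of all 3 times included.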

A comprehensive list of the overlapping genes is provided in Supplemental Table S1.A 2.0 fold change and p<.05 significance cut-offs were used. No multiple correction was employed.

**Figure 1:**
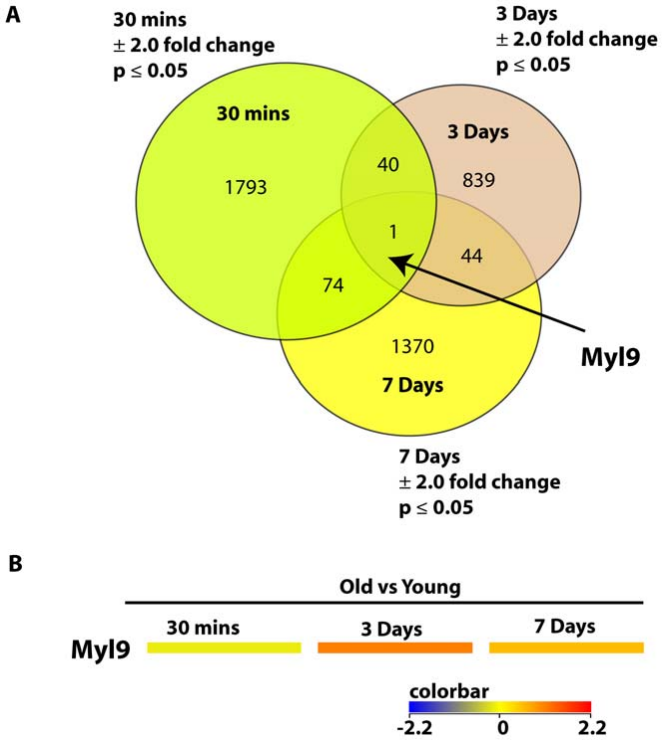
Differentially expressed genes overlapping in multiple time points in old versus young injured rat iliac arteries. A. Venn diagram shows the number of differentially expressed genes determined by our analysis of 3 different time points in old versus young injured rat iliac arteries. Gene lists were compared to find common differentially expressed transcripts. A 2.0 fold change and p<.05 significance cut-offs were used. No multiple correction was employed. B. Heat map of Myl9 gene expression levels in multiple time points in old versus young injured rat iliac arteries. Myosin Light chain 9, Myl9, was significantly downregulated at 30 mins (−2.2 fold), highly upregulated at 3 days (4.6 fold), and upregulated at 7 days (2.9 fold). Color bar shown in Log_2_.

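Gene lists fixed in advance were compared with all other genes by camera, on the mean of each gene's probes. At 30 min, genes of complement and antigen presentation stood higher in old arteries, with 12 of 19 above 0 (median 0.15, adjusted p = 0.0032). Of these, 4 rose when adjusted over the list alone, Cfb at 1.39, C1s at 0.90, C4a at 0.67 and C1r at 0.49. Endothelial markers stood lower, with 17 of 20 below 0 (median −0.15, adjusted p = 0.021), and the endothelial nitric oxide synthase Nos3 had −0.81. The list of angiotensin, endothelin and nitric oxide signalling was called lower (adjusted p = 0.035) with 8 of 16 genes on each side of 0 and a median of −0.06. Here 3 genes fell when adjusted over the list alone, Agt, Agtr2 (−0.71 over its probes) and Nos3. Collagens and other matrix genes had 13 of 21 below 0 (median −0.12, adjusted p = 0.035), with Sparc at −1.17 past the list alone. Of the heat shock genes 10 of 15 were above 0 (median 0.09, adjusted p = 0.044). Of these 5 lists none was called with an estimated correlation (adjusted p = 0.547, 0.547, 0.486, 0.605 and 0.569 with an estimated correlation). At 3 days, matrix genes had 18 of 21 below 0 (median −0.23, adjusted p = 0.0022), with elastin (Eln) at −0.56 and fibronectin (Fn1) at −0.49. Ribosomal proteins had 17 of 21 below 0 (median −0.22, adjusted p = 0.0059). Genes of oxidative phosphorylation had 14 of 20 above 0 (median 0.09, adjusted p = 0.04), and all 5 erythroid genes were above 0 (median 0.38, adjusted p = 0.044). The 4 lists of 3 days had adjusted p = 0.494, 0.494, 0.466 and 0.569 with an estimated correlation. At 7 days, 22 of 23 cell cycle genes were above 0 in old arteries (median 0.33, adjusted p = 1.6e-06), with the ribonucleotide reductase Rrm2 at 0.68 and the replication gene Mcm5 at 0.61. Of 17 interferon response genes 16 were below 0 (median −0.56, adjusted p = 3.5e-05). Usp18 (−0.98), Oasl (−1.05), Mx2 (−1.29) and Ifi44 (−0.77) fell when adjusted over the list alone. Endothelial markers had 17 of 20 above 0 (median 0.29, adjusted p = 0.00018), and endothelin 1 (Edn1) at 1.05 and Gja5 at 0.86 rose when adjusted over the list alone. Inflammatory cytokines had 17 of 23 above 0 (median 0.32, adjusted p = 0.019), with the monocyte chemokine Ccl2 at 1.40. Of 14 clock genes 10 were above 0 (median 0.24, adjusted p = 0.041), with Nr1d1 at 0.82 past the list alone. All 5 erythroid genes were above 0 (median 0.58, adjusted p = 0.021), with Alas2 at 0.80 and Slc4a1 at 0.91 past the list alone. Of 15 adipocyte markers 13 were below 0 (median −0.24, adjusted p = 0.021), with the lipid droplet gene Plin4 at −1.24 past the list alone. These 7 lists of 7 days had adjusted p = 0.494, 0.494, 0.447, 0.572, 0.447, 0.518 and 0.595 with an estimated correlation. In each called list without such members no gene passed limma when adjusted over the list alone. These lists had 2 to 3 genes at an unadjusted p under 0.05 at 30 min, 0 to 4 at 3 days and 3 to 7 at 7 days. With the arrays of 3 and 7 days left as deposited, none of the lists of these times was called, and the medians of the matrix (0.11), ribosomal (0.08), oxidative phosphorylation (−0.02), interferon (0.16) and clock (−0.05) lists turned in sign. None of the lists called at the 3 times was called in its direction in the other reading, added for the lists afterwards.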

### Age has a profound effect on genes differentially expressed after 30 minutes of wire injury in rats

Vascular remodeling is highly sensitive to age. Therefore, to examine the effect of age on vascular remodeling using a common 30 minutes post-injury time, we studied the global gene expression in the iliac arteries of old versus young, old versus old, and young versus young rats. 

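For the comparisons within an age, 3 arrays each set an old against another old iliac artery and a young against another young one, by the labels all at 30 min after injury. The labels do not say which of the 2 arteries on an array served as the control, whereas the legend of Table S2-A names young injured versus young control arteries. The log2 ratios of these arrays were left as deposited. All 1751 transcripts of Table S2-A and all of the first 987 transcripts of the list on old arteries in Table S2 matched the authors' folds within 1% in this form. Whether they stand as channel 1 over channel 2 or as Cy5 over Cy3 is not stated. If they stand as Cy5 over Cy3, the artery in Cy5 is the numerator on every array, and injury cannot be separated from the dye in these comparisons. Higher and lower within an age therefore refer below to the ratios as deposited, and which artery was injured stays open. With these arrays turned by dye as well, an alternative added after the data were examined, 161 probes in old versus old and 172 in young versus young arteries passed the study's thresholds in limma and 0 in each an adjusted p under 0.05. In this form arrays of opposite dyes correlated across probes at −0.199 and 0.158 in old versus old and −0.089 and 0.095 in young versus young arteries, and arrays with the same dyes at 0.169 and 0.319. The log2 ratios of an array had a standard deviation of 0.34 to 0.52 in old versus old and 0.40 to 0.60 in young versus young arteries. The 3 arrays of old versus young arteries at 30 min and these 6 arrays entered the same limma fit, with the same dye coefficient. In the simulated values of equal spread, 86 and 89 of 100 probes given a 4-fold change passed an adjusted p under 0.05 in old versus old and young versus young arteries, and 33 and 30 of 100 given a 2-fold change.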

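Transcripts of platelets and red cells passed the study's thresholds in all 3 comparisons at 30 min. The platelet receptor Clec1b had log2 ratios of 2.24 in old versus old and 2.98 in young versus young arteries (as deposited). In old over young arteries it had −1.56, with −2.14, −3.24 and 0.49 on its arrays. Platelet factor 4 (Pf4) had 1.41, 2.15 and −1.06, the platelet glycoprotein Gp1bb 1.51, 2.17 and −1.35, and the haemoglobin chain Hbb 1.98, 1.89 and −1.15 in the same order. With the unnamed probe A_43_P10548 (1.71, 1.98 and −1.26) these were 5 probes, named after their values were seen, where 0.01 would be shared by independence. The comparisons share the same fit and the same spread for a probe. This number and those of the pairs below are therefore no test of a shared response. None of the 5 passed an adjusted p under 0.05 from limma in any of the 3. The smallest was 0.139, for Gp1bb in young versus young arteries. At the study's thresholds limma passed 252 probes in old versus old (123 higher, 129 lower) and 318 in young versus young arteries (143 and 175). In the simulated values of equal spread 314 and 348 unchanged probes passed them. At an unadjusted p under 0.05 from limma were 1481 and 2294 probes, where chance would give 2050.5 if all arrays had the same spread, which they do not. The 252 and 318 became 717 without old versus old replicate 2 and 730 without young versus young replicate 1, and 381 in old versus old arteries with all arrays brought to the same spread. Of the probes of old versus young, old versus old and young versus young arteries, 185, 167 and 221 passed in neither of the other comparisons. The methods' t-test passed 49 and 102 probes in old versus old and young versus young arteries at these thresholds, and 1 and 0 after Benjamini-Hochberg adjustment. The 5 shared probes became 0 with the methods' t-test, 8 with only the arrays of a comparison in the fit, 22 with all arrays brought to the same spread, 9 in the other reading of the direction, 2 with the arrays within an age turned by dye as well and 79 with no fold threshold. Without old versus old replicate 3 it was 1 probe, and without old versus young replicate 3 it was 24. With the arrays within an age turned by dye as well, Clec1b (−0.79), Gp1bb (−0.62) and Hbb (−0.64) were below 0 in old versus old arteries.

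**Figure D3:**
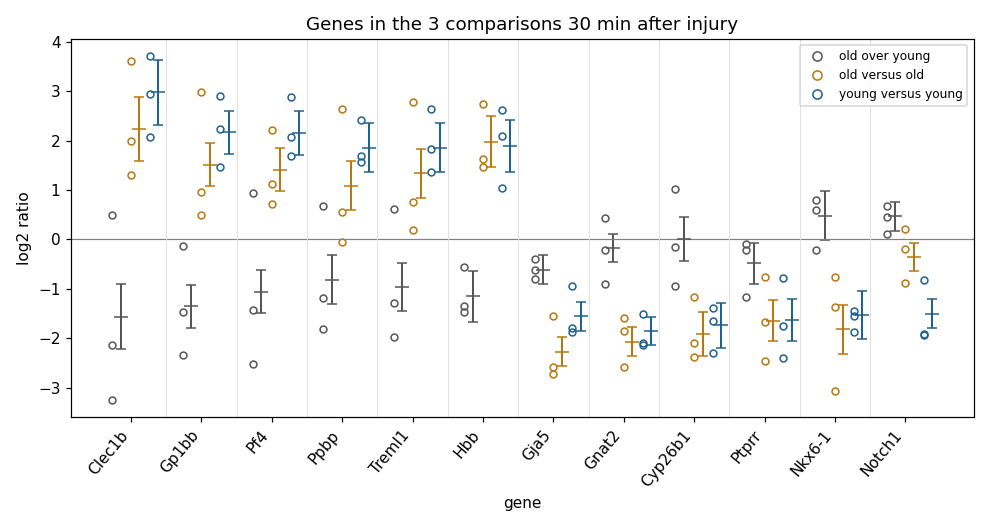
Log2 ratios at 30 min after injury of old over young, old versus old and young versus young arteries (the comparisons within an age as deposited), with genes along the x axis. Circles are the 3 arrays of a comparison, and each dash with its bar is the ratio fitted by limma with its standard error; the platelet genes lie above 0 within each age and Gja5 and Gnat2 below 0.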

While most of the genes did not overlap among the 3 pairs compared, 12 genes overlapped in all the 3 experiments (Figure 2AB). These 12 genes can be considered not sensitive to the age effect but rather unique to the injury process. They include the Ca2+-dependent activator protein (Cadps2), the RNA binding motif protein (Rbm39), the neutrophil cytosolic factor (Ncf4), and the gap junction protein (Gja5). 

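Between the comparisons within an age, 77 probes passed the study's thresholds in both, 76 of them in the same direction, where independence would give 1.95. Higher in both were the platelet genes Ppbp (1.09 in old and 1.85 in young arteries), Gp5 (1.06 and 1.56) and Treml1 (1.33 and 1.86). Higher in both, too, were the neutrophil genes S100a8 (1.83 and 1.55) and S100a9 (1.70 and 1.48), Alas2, an enzyme of haem synthesis (1.23 and 1.05), and the interferon regulator Irf7 (1.19 and 1.03). Lower in both were the retinoic acid hydroxylase Cyp26b1 (−1.92 and −1.74), the phosphatase Ptprr (−1.64 and −1.63), the homeobox gene Nkx6-1 (−1.82 and −1.53), endothelin 1 (Edn1; −1.08 and −1.21) and the nuclear receptor Nr4a2 (−1.15 and −1.01). Ccpg1 went opposite ways (−1.33 and 1.18). With the arrays within an age turned by dye as well, added after the data were examined, 37 of the 252 probes of old versus old and 30 of the 318 of young versus young arteries still passed, and 23 probes passed in both. There Cyp26b1 (0.85), Ptprr (0.94), Nkx6-1 (0.55), S100a8 (−0.47) and S100a9 (−0.11) turned in sign in old versus old arteries. Past an adjusted p under 0.05 in old versus old arteries were Gja5, which encodes connexin 40 (−2.28, adjusted p = 0.0105), and the transducin Gnat2 (−2.07, adjusted p = 0.0142). Probes without a gene name, chosen after their values were seen, were A_44_P540486 (−1.64) and A_44_P981843 (−1.61) there and A_44_P607972 (−2.01, adjusted p = 0.00249) in young versus young arteries. In young versus young arteries Gnat2 had −1.85 (adjusted p = 0.104) and the receptor gene Notch1 −1.50 (standard error 0.29, adjusted p = 0.130). All of these calls ended with only the arrays of a comparison in the fit, and in the other reading of the direction Gja5 and Gnat2 turned to 1.12 and 0.85 in old versus old arteries. No probe passed in old versus old arteries without their replicate 1, or in young versus young arteries without theirs. The calls also ended with the arrays within an age turned by dye as well, where Gja5 and Gnat2 had 1.05 and 0.71 in old versus old arteries. This setting and the other reading turn the same arrays within an age, so they do not show the change of sign separately. The paper proposes, from the overlap of the 3 comparisons at a common time, that the shared genes belong to injury and not to age.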

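Gja5, the gap junction protein of arterial endothelium, was below 0 on all 9 arrays at 30 min, with −0.61 (standard error 0.30) in old over young, and −1.56 (standard error 0.30, adjusted p = 0.130) in young versus young arteries. Ncf4, a subunit of the NADPH oxidase of phagocytes, had −0.41 (standard error 0.24) in old over young arteries, below 0 on 3 of 3 arrays, and 0.62 and 0.59 within the old and within the young, above 0 on 3 of 3 arrays each. Rbm39 had 0.62 (standard error 0.18, 3 of 3 arrays above 0), −0.37 and −0.23 (0 of 3 each) in the same order. Cadps2, a gene of vesicle release, had 0.30 (standard error 0.23), 0.03 and −0.32 on the probe A_44_P461489, which Table S2 lists. Of these 4 genes Gja5 alone passed an adjusted p under 0.05, in old versus old arteries.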

A comprehensive list of the overlapping genes between any 2 conditions is provided in Supplemental Table S2.A 2.0 fold change and p<.05 significance cut-offs were used. 

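Old over young and old versus old arteries shared 13 probes at the study's thresholds, 7 in the same direction, where independence would give 1.34. Faslg, the ligand of the death receptor Fas, and the protease gene Cpa1 were higher in both. Old over young and young versus young arteries (the latter as deposited) shared 25 probes, none in the same direction, where independence would give 1.69. Among these, the collagen gene Col24a1 had 2.24 in old over young and −1.11 in young versus young arteries, and Btnl8 and the homeobox gene Msx3 also had opposite signs. Across all probes, which are not independent replicates, the fitted ratios of old over young and young versus young arteries correlated at −0.382, those of old over young and old versus old at −0.153, and those within the old and within the young at 0.434. The signs of these correlations rest on the arrays within an age as deposited and the old versus young arrays turned by dye.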

No multiple correction was employed.

**Figure 2:**
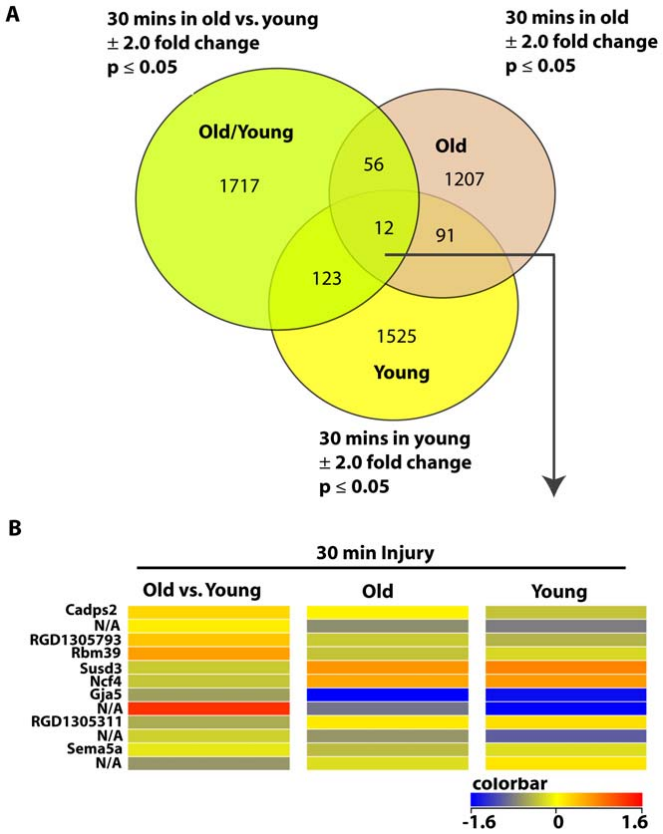
Differentially expressed genes overlapping in different age groups of 30 min-injured rat iliac arteries. A. Venn diagram shows lists of differentially expressed genes determined by our analysis of 3 different pairs of age groups of 30 min-injured rat iliac arteries. Gene lists were compared to find common differentially expressed transcripts. A 2.0 fold change and p<.05 significance cut-offs were used. No multiple correction was employed. B. Heat map of differentially expressed genes overlapping in different age groups of 30 min-injured rat iliac arteries.12 genes overlapped in old versus young, old versus old, and young versus young, 30 min-injured rat iliac arteries. Color bar shown in Log_2_.

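Genes of blood and immune cells stood above the other genes in the deposited ratios within both ages, in camera on the lists fixed in advance. All 5 erythroid genes measured were above 0 in old (median 0.80, adjusted p = 1.3e-05) and in young arteries (median 0.50, adjusted p = 0.00029), with Hbb and Alas2 past the list alone in each. Platelet and coagulation genes had 10 of 12 above 0 in old (median 0.30, adjusted p = 0.0012) and 7 of 12 in young arteries (median 0.22, adjusted p = 0.0055), with Gp1bb and Pf4 past the list alone in each and Ppbp in the young. Neutrophil markers had 11 of 11 and 10 of 11 above 0 (medians 0.23 and 0.15, adjusted p = 0.0021 and 0.038). Above 0 as well were 19 and 17 of 20 macrophage and monocyte markers (medians 0.29 and 0.13, adjusted p = 1.4e-06 and 0.031), and 19 and 16 of 19 genes of complement and antigen presentation (medians 0.28 and 0.23, adjusted p = 3.9e-05 and 0.00027). Interferon response genes had 15 of 17 above 0 in old (median 0.23, adjusted p = 9.8e-05) and 12 of 17 in young arteries (median 0.26, adjusted p = 0.035). Irf7 and Isg15 rose in the old when adjusted over the list alone. Adipocyte markers had 13 of 15 and 11 of 15 above 0 (medians 0.36 and 0.18, adjusted p = 1.4e-06 and 0.041). Scd (1.35), Fabp4 (0.79) and Cfd (0.82) rose in the old when adjusted over the list alone. Endothelial markers had 12 of 20 below 0 in old (median −0.19, adjusted p = 0.00021) and 15 of 20 in young arteries (median −0.13, adjusted p = 0.0022). Gja5 and Edn1 fell in both when adjusted over the list alone, and Nos3 (−1.22) and Esam (−0.87), a junction protein, in the old. Gap junction and cell junction genes had 10 of 13 below 0 in each (medians −0.18 and −0.15, adjusted p = 0.0005 and 0.0023), with Gja5 past the list alone. Skeletal muscle markers had 13 of 15 below 0 in each (medians −0.45 and −0.94, adjusted p = 0.019 and 0.0012), and their medians on single arrays ran from −1.66 to 0.51 in old and from −1.24 to 0.03 in young arteries. None of these 10 lists was called with an estimated correlation (from adjusted p = 0.191 with an estimated correlation for the junction genes in old arteries to adjusted p = 0.701 with an estimated correlation for the interferon response in young arteries). With the arrays within an age turned by dye as well, added after the data were examined, camera called none of the 20 lists called in old versus old and none of the 12 in young versus young arteries.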

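Called within the old arteries and in no test of the young ones were 10 more lists. Genes of the contractile apparatus of smooth muscle had 15 of 17 below 0 (median −0.59, adjusted p = 1.2e-08), among them the tropomyosin Tpm2 at −0.84, the actin Actg2 at −0.77 and caldesmon (Cald1) at −0.65. On single arrays the median of 16 of these genes was 0.16, −0.67 and −1.28, where the skeletal muscle markers had −1.66, −0.36 and 0.51. Of 12 myosin light chains and their regulators 11 were below 0 (median −0.24, adjusted p = 0.00052). The ion channels and calcium genes of smooth muscle had 12 of 17 below 0 (median −0.14, adjusted p = 0.026). Inflammatory cytokines had 20 of 23 above 0 (median 0.63, adjusted p = 1.2e-06), with the chemokines Ccl3 at 1.02, Ccl5 at 1.37 and Cxcl10 at 1.41. All 14 lymphocyte markers (median 0.28, adjusted p = 0.0045) and 19 of 23 cell cycle genes (median 0.16, adjusted p = 0.03) were above 0. Above 0, too, were 12 of 15 fibroblast markers (median 0.16, adjusted p = 0.04) and 7 of 9 leukocyte adhesion genes (median 0.20, adjusted p = 0.031), with the integrin Itgb2 (1.11) past the list alone. Immediate early genes had 18 of 26 above 0 (median 0.22, adjusted p = 0.041). Zfp36 (1.28) and Jun (1.40) rose and Nr4a2 fell when adjusted over the list alone. The list that Figure 3B shows rising in aorta had 11 of 16 below 0 (median −0.12, adjusted p = 0.037). In young arteries alone, matrix genes had 17 of 21 below 0 (median −0.15, adjusted p = 0.01), with the cross-linking enzyme Lox (−0.74) and Fn1 (−0.89) past the list alone. Ribosomal proteins had 13 of 21 above 0 there (median 0.21, adjusted p = 0.035). Whether old and young arteries differ in these lists was not tested. None of these was called with an estimated correlation, with values from adjusted p = 0.447 with an estimated correlation for smooth muscle to adjusted p = 0.745 with an estimated correlation for the cell cycle. In the lists of both ages with no gene given as past the list alone, none passed limma on the list alone, with 0 to 7 genes in old and 1 to 3 in young arteries at an unadjusted p under 0.05.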

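With the methods' t-test and no fold threshold, added after the data were examined, 12 probes passed in old versus young, old versus old and young versus young arteries. Independence would give 2.71, and 7 of the 12 have a gene name. As plain means of the arrays in that order, Susd3 had −0.32, 0.67 and 0.79, Wbp1l 0.36, −0.32 and −0.46, and Sema5a, a semaphorin, −0.13, −0.41 and −0.19. Rbm39 had 0.61, −0.36 and −0.24, Ncf4 −0.36, 0.56 and 0.64, Gja5 −0.60, −2.29 and −1.54, and Cadps2 0.25, 0.08 and −0.36. At the study's thresholds in limma, Gja5 passed within the old and within the young, and the unnamed probe A_44_P607972 in old over young (1.28) and within the young. As a list chosen on these samples, which is not independent evidence, the 7 named genes passed camera in no comparison (smallest adjusted p = 0.164, in old versus old arteries, with 2 above and 5 below 0).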

### A common aging transcriptional profile in healthy rat iliac and aortic arteries includes Myl9

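Old and young healthy iliac arteries were compared on 3 arrays, each with 1 old (22 months) and 1 young (3 months) artery by the labels. Replicates 1 and 3, in which the old artery carried Cy3, were turned as in the injured arteries, a choice for which the tables of folds used here hold no healthy arteries. After turning, arrays of opposite dyes correlated at 0.177 and 0.208 across probes and the pair with the same dyes at −0.206. The log2 ratios of an array had a standard deviation of 0.37 to 0.45, and the arrays entered the limma fit described for the injured arteries. In the simulated values of equal spread, 91 of 100 probes given a 4-fold change and 24 of 100 given a 2-fold change passed an adjusted p under 0.05 here. The data on aortas were not analysed here.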

To investigate for a common aging transcriptional profile in healthy vessels, we compared global gene expression between 1) aged (22 months) versus young (3 months) rat iliac arteries, and 2) aged (28 months) versus young (3 months) rat thoracic aortas [8]. 

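In healthy iliac arteries, an enzyme of fat synthesis and angiotensinogen were lower in old than in young rats. Stearoyl-CoA desaturase (Scd) had a log2 ratio of −2.98 (standard error 0.34, adjusted p = 0.00388), angiotensinogen (Agt) −1.80 (standard error 0.25, adjusted p = 0.0136), and Pdgfrl, named after its values were seen, −1.54 (adjusted p = 0.00829). These 3 were the probes past an adjusted p under 0.05, each lower on 3 of 3 arrays. With single arrays left out in turn, 3 of the arrays each took this count to 0, replicate 1 of the healthy arteries among them. Fatty acid synthase (Fasn) had −1.84 and −1.71 on its probes (adjusted p = 0.189 each), and Igf2bp2 −1.87 (adjusted p = 0.305). Among the highest ratios were those of Cxcl13 at 2.13 (standard error 0.35, adjusted p = 0.0896), the ubiquitin-like modifier Ubd at 2.12 (standard error 0.43, adjusted p = 0.269), the serpin Serpinb7 at 1.68 (adjusted p = 1.00) and Spp1 at 1.57 (adjusted p = 0.480), on 3 of 3 arrays each. At the study's thresholds 162 probes passed, 43 higher and 119 lower in old arteries, and 582 without replicate 2 and 565 with all arrays brought to the same spread. At an unadjusted p under 0.05 from limma were 1248 probes, where chance would give 2050.5 if all arrays had the same spread, which they do not. In the simulated values of equal spread 295 unchanged probes passed the study's thresholds here. The methods' t-test passed 56 at them (10 higher, 46 lower), 0 after Benjamini-Hochberg adjustment, and 1933 with no fold threshold. With only the arrays of the comparison in the fit no probe passed an adjusted p under 0.05 from limma, with all arrays brought to the same spread 61 did (13 higher, 48 lower). None did with the arrays within an age turned by dye as well, added after the data were examined. In the other reading of the direction none did, and Scd (0.22), Agt (0.36), Fasn (0.08 and 0.18), Igf2bp2 (0.07), Cxcl13 (−0.42), Ubd (−0.55), Serpinb7 (−0.12) and Spp1 (−0.09) turned in sign.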

We found that 114 transcripts overlapped in the two studies (Figure 3A). Among these common transcripts were the contraction genes Myl9 (Figure 3B) and Itga1 (Integrin alpha 1), which increased systematically with age in rat thoracic aortas (Figure 3B). 

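On the probe that Table S1 lists for Myl9, the ratio of old over young healthy iliac arteries was 0.13 (standard error 0.19, adjusted p = 1.00), with 0.09, 0.17 and 0.19 on the 3 arrays. The probes that carry the name had 0.55 (standard error 0.40, above 0 on 3 of 3 arrays) and 0.63 (standard error 0.31, 2 of 3). The integrin gene Itga1 had 0.55 (standard error 0.28, 3 of 3, adjusted p = 1.00). Other contractile genes were above 0 as well: calponin (Cnn1) at 1.29 (standard error 0.39) and transgelin (Tagln) at 0.66, on 3 of 3 arrays each, and the smooth muscle myosin heavy chain Myh11 at 0.79 and 0.06 on its probes. None of these passed an adjusted p under 0.05 from limma. Itga1 (−0.08), Cnn1 (−0.09) and the probe A_43_P10468 of Myl9 (−0.14) turned in sign in the other reading of the direction.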

As expected, collagens (Col1a1 and Col3a1) and vascular endothelial growth factor (Vegfa) were consistently downregulated, and the aging genes B-cell leukemia/lymphoma 2 (Bcl2) and vascular cell adhesion molecule 1 (Vcam1) were upregulated in both iliac and aortic arteries with age. In addition, NADPH oxidase 4 (Nox4) which is a positive regulator of SMC migration was also upregulated with age. 

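In old over young healthy iliac arteries the probes of Col1a1 had −2.64 (standard error 0.48, adjusted p = 0.130), −1.32 (standard error 0.30, adjusted p = 0.480) and −0.22 (standard error 0.30), and Col3a1 had −1.74 (standard error 0.44, adjusted p = 0.750). All except the last Col1a1 probe were below 0 on 3 of 3 arrays. Sparc, a matrix protein that binds collagen, had −1.09 (standard error 0.24, adjusted p = 0.388). Vegfa had −0.20 (standard error 0.26) and −0.07 (standard error 0.24) on its probes, each below 0 on 3 of 3 arrays. Bcl2, which restrains apoptosis, had −0.19 (standard error 0.25, 1 of 3 arrays above 0) and 0.29 (standard error 0.23, 3 of 3), and Vcam1, which binds leukocytes, 0.64 (standard error 0.31, 3 of 3). No probe of Col1a1, Col3a1, Vegfa, Bcl2 or Vcam1 passed an adjusted p under 0.05 over all probes. The first probes of Col1a1 (0.51 and 0.42), Col3a1 (0.31), the probes of Vegfa (0.10 and 0.12) and of Bcl2 (0.11 and −0.07) and Vcam1 (−0.16) turned in sign in the other reading of the direction. Over the means of their probes, Col1a1 and Col3a1 fell when adjusted over the list of matrix genes alone. From the transcripts shared by iliac arteries and aortas the paper states which genes of healthy vessels change with age in common, and these shared transcripts were not recounted here.

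**Figure D4:**
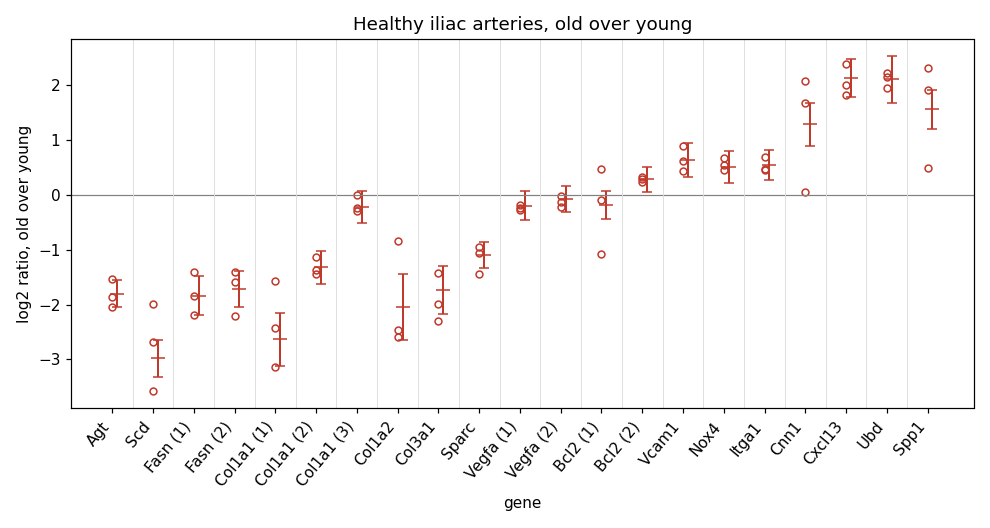
Log2 ratios of old over young healthy iliac arteries, with genes along the x axis. Circles are the 3 arrays, and each dash with its bar is the ratio fitted by limma with its standard error; Scd, Fasn, Agt and the first Col1a1 probe lie below 0 on every array, and Cxcl13, Ubd, Spp1 and Cnn1 above 0.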

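Nox4, a catalytic subunit of NADPH oxidase, had an old over young log2 ratio of 0.51 (standard error 0.29, adjusted p = 1.00) in healthy iliac arteries, above 0 on 3 of 3 arrays, and −0.12 in the other reading of the direction. Its list, genes of oxidative stress and NADPH oxidases, with 20 genes measured, passed camera in no comparison (smallest adjusted p = 0.0746, in old versus old arteries at 30 min).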

A 2.0 fold change and p<.05 significance cut-offs were used. No multiple correction was employed.

**Figure 3:**
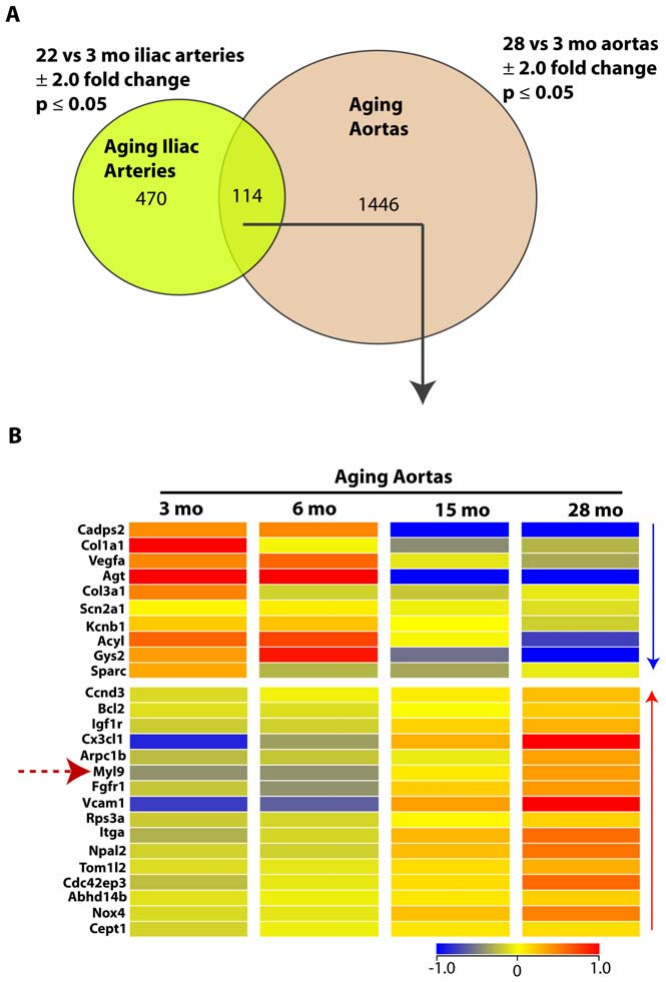
Differentially expressed genes overlapping in healthy aging rat iliac arteries and aortas. A. Venn diagram shows differentially expressed genes determined by our analysis of healthy aging rat iliac arteries and healthy aging rat thoracic aortas. The two gene lists were compared to find common differentially expressed transcripts. A 2.0 fold change and p<.05 significance cut-offs were used. No multiple correction was employed. B. Heat map of differentially expressed genes overlapping in healthy aging rat iliac arteries and aortas. Selected genes, including Myl9, from the 114 transcripts overlapping in healthy aging iliac arteries and thoracic aortas, are shown in a heatmap displaying their expression levels in young and old aortas. Color bar shown in Log_2_.

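In old healthy iliac arteries, genes of the contractile apparatus of smooth muscle stood higher than in young ones, with 16 of 17 above 0 (median 0.43, camera adjusted p = 1.1e-06), among them Tpm2 at 0.73 and Actg2 at 0.76. On single arrays the median of 16 of them was −0.03, 0.64 and 0.65, where the skeletal muscle markers had 0.86, −1.47 and −1.03, and a share of tissue was not separated from age. All 19 genes of complement and antigen presentation were above 0 (median 0.31, adjusted p = 1.1e-06), with the MHC class II gene RT1-Da at 0.70 and Cfb at 0.89. Above 0 were also 20 of 21 ribosomal proteins (median 0.20, adjusted p = 1.4e-06) and 11 of 15 heat shock genes (median 0.16, adjusted p = 0.038). These 4 lists had adjusted p = 0.466, 0.447, 0.284 and 0.547 with an estimated correlation. Collagens and other matrix genes were called lower (11 of 21 below 0, median −0.13, adjusted p = 0.00011). Here 7 fell when adjusted over the list alone, among them Sparc, Col1a1 (−1.39 over its probes), Col3a1 and Col1a2 (−1.39). Matrix proteases were also called lower, with 8 of 16 on each side of 0 and a median of −0.01 (adjusted p = 0.022). Cathepsin K (Ctsk) at −0.65 and Mmp2 at −0.78 fell when adjusted over the list alone. Erythroid genes had 4 of 5 below 0 (median −0.66, adjusted p = 0.0018), with Hbb at −1.36, and immediate early genes 17 of 26 (median −0.15, adjusted p = 0.0094), with Atf3 at −1.50. Inflammatory cytokines had 16 of 23 below 0 (median −0.19, adjusted p = 0.03), while Spp1 rose when adjusted over the list alone. These 5 lists had adjusted p = 0.466, 0.466, 0.466, 0.53 and 0.605 with an estimated correlation. Adipocyte markers were called lower (mean −0.27, adjusted p = 0.018; adjusted p = 0.572 with an estimated correlation), where Scd fell, with a median of 0.01 that turned to −0.04 with all arrays brought to the same spread. Skeletal muscle markers had 14 of 15 below 0 (median −0.71, adjusted p = 1.6e-06; adjusted p = 0.447 with an estimated correlation), with medians of single arrays from −1.47 to 0.86. In the called lists with no gene past the list alone, 1 to 6 genes had an unadjusted p under 0.05 in limma. In the other reading of the direction, added for the lists after the data were examined, only the skeletal muscle list was still called (median −0.48, adjusted p = 0.002), and complement and antigen presentation was called lower (median −0.18, adjusted p = 0.00054).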

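Of the genes that Figure 3B shows falling with age in aorta, 9 were measured here, all 9 below 0 in old over young healthy iliac arteries (median −0.64, camera adjusted p = 6.8e-19; adjusted p = 0.000123 with an estimated correlation). Agt passed over all genes and 6 of the 9 fell when adjusted over the list alone; the study chose the list on these samples, so that this is not independent evidence. In injured arteries, whose arrays did not enter that choice, 8 of the 9 were below 0 at 30 min (median −0.56, adjusted p = 4.3e-07; adjusted p = 0.0108 with an estimated correlation), and Agt, Sparc, Col1a1 and Col3a1 fell when adjusted over the list alone. At 7 days 7 of 9 were below 0 (median −0.28, adjusted p = 0.013; adjusted p = 0.371 with an estimated correlation), and Agt, Col3a1 and Gys2, a glycogen synthase (−0.76 over its probes), fell when adjusted over the list alone. Of the genes shown rising in aorta all 16 were above 0 in healthy iliac arteries (median 0.38, adjusted p = 3.9e-07; adjusted p = 0.183 with an estimated correlation), again on samples used to choose them, so that this is not independent evidence. Cdc42ep3 had 0.50 over its probes, Cept1 0.60 and Igf1r 0.46. None passed limma when adjusted over the list alone and 4 had an unadjusted p under 0.05. At 30 min 10 of the 16 were above 0 (median 0.06, adjusted p = 0.013; adjusted p = 0.494 with an estimated correlation), and Vcam1 (1.41) and Cept1 (0.73) rose when adjusted over the list alone. Neither list was called at 3 days (adjusted p = 0.961 for the falling and 0.864 for the rising one), and the rising list was not called at 7 days (adjusted p = 0.305). Neither was called in any of these comparisons in the other reading of the direction, added for the lists after the data were examined.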

### Myl9 protein in over-expressed in aged versus young iliac arteries and is concentrated in the endothelial layer

To confirm the over-expression of Myl9 in aged versus young arteries, we performed immunohistochemical staining for Myl9 in young (3 months) and older (22 months) healthy rat iliac arteries. Results confirm over-expression of Myl9 in the older group and point to concentration of Myl9 protein expression in the endothelial layer of the healthy iliac arteries (Figure 4). Arterial injury also induced Myl9 expression with age. Interestingly, the localization of Myl9 was dependent on the post-injury time. Myl9 was highly over-expressed in the smooth muscle cell layer of the injured arteries 3 days post insult (Figure 5), whereas Myl9 was concentrated in the endothelial layer 30 days post injury (Figure 6).

**Figure 4:**
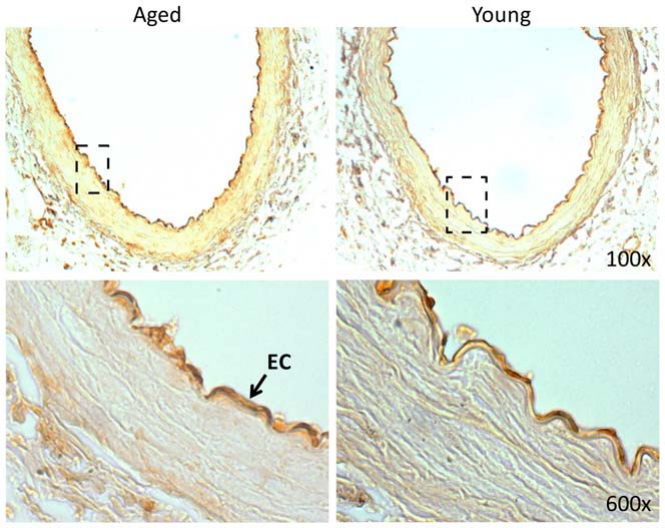
Myl9 immunostaining of old (22 months) and young (3 months) non-injured rat iliac arteries. Shown are representative images of young and old healthy iliac arteries immunostained for Myl9. Results confirm over-expression of Myl9 in the older group and point to concentration of Myl9 expression in the endothelial layer of the iliac arteries.

**Figure 5:**
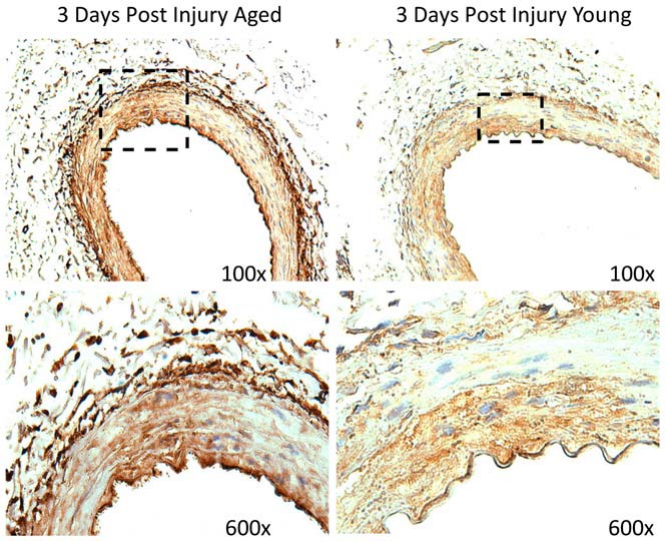
Myl9 immunostaining of old (22 months) and young (3 months) injured rat iliac arteries. Shown are representative images of young and old iliac arteries 3 days post injury, immunostained for Myl9. Results confirm over-expression of Myl9 in the older injured group and point to concentration of Myl9 expression in the smooth muscle layer of the iliac arteries during this post injury transition period.

**Figure 6:**
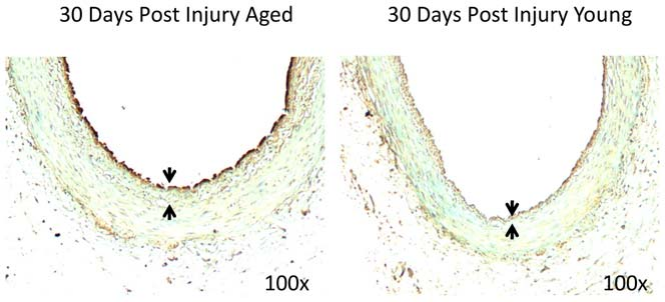
Myl9 immunostatining of old (22 months) and young (3 months) injured rat iliac arteries. Shown are representative images of young and old iliac arteries 30 days post injury, immunostained for Myl9. Results confirm over-expression of Myl9 in the older injured group and point to concentration of Myl9 expression in the endothelial layer of the iliac arteries during this post injury period.

## Discussion

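The difference of the old over young ratio between times was tested in the limma fit. Between 7 and 3 days 33 probes passed an adjusted p under 0.05, 15 with a higher and 18 with a lower ratio at 7 days. S100vp differed by 2.62 (adjusted p = 0.00286; 3.00 at 7 and 0.38 at 3 days), Ambp, a plasma protein made in liver, by 1.90 (adjusted p = 0.0125), Fgg by 2.31 (adjusted p = 0.0374) and Alb by 2.24 (adjusted p = 0.0413; −0.03 at 3 days). The organic anion transporter Slco1a4 differed by −2.14 (adjusted p = 0.00557; −1.86 at 7 and 0.28 at 3 days) and Prlr by −1.75 (adjusted p = 0.0413). Between 3 days and 30 min, and between 30 min and healthy arteries, 0 probes passed in limma, with 1380 and 557 at an unadjusted p under 0.05. The methods' t-test passed 0 there after adjustment. The 33 became 4 with all arrays brought to the same spread, 1 with only the arrays of the times compared, 0 with the methods' t-test and 164 without 7 days replicate 4. With the arrays of 3 and 7 days left as deposited the 3 counts were 399 between 7 and 3 days, 1553 between 3 days and 30 min and 0 between 30 min and healthy arteries.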

The present findings show that vascular remodeling is a dynamic process that is greatly influenced by age and post-injury time. While we found that the transcriptional programs clearly vary among age groups and post-injury times, we identified a common denominator for aging healthy arteries and aging injured arteries at various post-injury times. 

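Across all probes, which are not independent replicates, the fitted old over young ratios of healthy arteries and of arteries 30 min after injury correlated at 0.210. Agt, Fasn, Mmp27 and Igf2bp2 had ratios below 0 and Spp1, Cxcl13 and Ubd above 0 in both, with −1.67 and −1.49 on the Fasn probes and 2.13 for Ubd at 30 min. In the other reading of the direction the healthy ratios of Agt, Fasn, Igf2bp2, Spp1, Cxcl13 and Ubd turned in sign. The ratios of 30 min correlated at 0.092 with those of 3 days and 0.061 with those of 7 days, those of 3 and of 7 days at −0.003, and those of healthy arteries at −0.106 with 3 days and 0.056 with 7 days. With the arrays of 3 and 7 days left as deposited, the values of these times correlated at 0.615.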

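On the Myl9 probe that Table S1 lists, the old over young log2 ratio was 1.28 higher at 3 days than at 30 min (standard error 0.24, adjusted p = 0.476). At 7 days it differed by −0.54 from 3 days (standard error 0.22, adjusted p = 0.549), and at 30 min by −0.28 from healthy arteries (standard error 0.26, adjusted p = 1.00). Over all 20 arrays its ratio correlated with the mean of the other Myl9 probes at r = 0.352 (permutation p = 0.129, 0.171 after Benjamini-Hochberg adjustment over 4 relations) and Spearman's rho = 0.460 (permutation p = 0.0426). Without the 2 arrays farthest from the median r was 0.071. Over the 8 arrays of 3 and 7 days r was −0.480 (permutation p = 0.230) and over the other 12 arrays 0.923 (permutation p = 1e-05, the smallest they can give). The other two probes correlated with each other at 0.857 over all arrays.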

The contractile regulatory gene myosin light chain (Myl9) was consistently upregulated in healthy aging aortas and was the only differentially expressed gene in injured iliac arteries at all 3 post-injury time points explored (30 minutes, 3 days, and 7days).

Myosins are a diverse superfamily of actin-dependent molecular motors consisting of distinct structural and functional classes and are implicated in contraction, cell shape, migration, adhesion, intracellular transport of organelles, and signal transduction [9]. Conventional myosin II-complexes are hexamers consisting of 2 heavy chains, 2 regulatory MLCs, and 2 essential light chains. The activity of myosin is regulated by reversible phosphorylation of specific amino acids in the regulatory MLC [9]. In the vascular muscle, the interaction of myosin with actin is the primary determinant of force production (contraction). Arterial vascular smooth muscle cells contain abundant amounts of smooth muscle myosin heavy chain (gene MYH11) that are generated by alternative splicing of exons in the head (SM-A,B) and tail (SM1,2) of the motor protein [10].The consequences of the differential distribution of muscle and non- muscle MLC isoforms in vascular tissues are unknown though it has been proposed that MLCs influence myosin ATPase activity and velocity of shortening [11]. We found that Myl9 expression transiently increased with age in the smooth muscle cell layers of injured arteries (3 d post-injury). Our finding is in agreement with previously published work demonstrating that aging rats showed an increased vascular negative remodeling (constriction) after balloon dilatation compared with adult animals[12]. This agrees with the aggressive circumferential coronary constriction (‘recoil’) observed after balloon angioplasty in patients with coronary artery diseases and animal models [12], [13]. Our observation is also in accordance with previous findings from the literature reporting that the effect of phosphorylation and de-phosphorylation of Myl9 protein to be at the essence of altered vascular contractility [14].

Interestingly, we found that in healthy and late injured (30 days post injury) iliac arteries, Myl9 expression increased with age in the endothelial layers. Our findings are in line with those recently published by Licht et al [15], describing Jun-b dependent expression of Myl9 in primary cultures of endothelial cells (ECs). The effect of contractility proteins on aged-related vascular remodeling and their localization in the EC versus SMC layers is not well understood. Zeng et al had also found Myl9 expressed in ECs, which upon phosphorylation regulated endothelial cytoskeletal remodeling, and increased endothelial cell contraction resulting in increased paracellular gap formation and endothelial hyperpermeability [16]. If Myl9 ectopic expression causes endothelial dysfunction, it may explain the increased signs of arterial constriction in the aging vasculature. For instance, age-related endothelial dysfunction in aged rat aortas was found associated with decreased vasorelaxation likely caused by a decline in NO and endothelium-derived hyperpolarizing factor [17], [18].

Myosin light chain phosphorylation may play an important role in endothelial function, including reorganization of the cytoskeleton, changing cell shape, and controlling endothelial cell isometric tension [19], [20]. Interestingly, endothelial permeability appears quite early in the progress of aging. In fact aortas of 30-month-old rats had a 2-fold increase in endothelial permeability to albumin compared with 10-month-old rats [21]. Endothelial cells lining blood vessels form a continuous layer that constrains proteins and blood elements to the vascular lumen. An increase in endothelial cell isometric tension (contraction) may disrupt the continuous endothelial barrier leading to an increase in permeability and development of edema, a hallmark of acute and chronic inflammation. It is believed that elevated permeability of the endothelium allows entry of lipoproteins into the vessel wall, which become oxidized and propagate endothelial dysfunction [22]. The relevance of vascular permeability in the development of age-related vascular diseases have been extensively discussed [23], [24]. Of note, endothelial leakage favors the passage of plasma macromolecules across the endothelium and their trapping in the intima, which could contribute to the development of restenosis and atherosclerosis. The increased endothelial Myl9 may also explain the morphological changes of endothelial cells associated with aging which could account for the altered endothelial permeability [25]. Conversely, phosphorylation of myosin regulatory light chain (MLC) not only increases actomyosin ATPase activity, but also destabilizes the endothelial cell−cell junctions leading to increased monolayer cell permeability [26], [16], [27].Our results are encouraging and they warrant future research on demonstrating whether ectopic expression of Myl9 in the aged endothelium causes endothelial dysfunction.

In conclusion, our findings suggest that the amount and localization of Myl9 is critical in the vascular function and remodeling process with age. The analysis presented here sets the basis for future studies in the field of vascular aging, in particular for those aimed at preventing age-related vascular dysfunction. Based on the knowledge of the role of Myl9 in endothelium degeneration, strategies to prevent this process could be designed and tested. New therapeutic interventions to prevent vascular aging might have enormous medical consequences given the strong age dependency of cardiovascular diseases.

## Methods

### Rat Balloon Injury Model

Aged Fisher (>22-month-old, F344) rats were purchased from the National Institute of Aging (Bethesda, MD). Young (2-month-old) rats were obtained from Harlan Laboratories (Indianapolis, IN). Animal work was revised and approved by the Institutional Committee for Use and Care of Laboratory Animals at the University of Miami protocol approval ID 05-069 entitled “The role of vascular senescence in age-related vasculopathies”. All operative procedures were under isoflurane anesthesia (Baxter, IL, USA). Balloon injury in the right iliac artery was inflicted with a 2F Fogarty catheter (Baxter Corp., Irvine, CA, USA) adapted to a custom angiographic kit (Boston Scientific, Scimed) [28]. The balloon catheter was always inflated to yield a constant pressure between 1.5–1.6 atmospheres. Arterial specimens were collected 30 min, 3, 7 and 30 days after injury, cut in two fragments that were fixed in 4% formalin-PBS or submerged in RNA later until RNA isolation. All animal procedures were previously approved by the Institutional Committee for Use and Care of Laboratory Animals at the University of Miami.

### RNA Isolation for Gene Arrays

To isolate total RNA from the each of the 40 iliac artery samples, 0.3 mL of TRI Reagent (Molecular Research Center Cat #TRI-118) was added per tissue sample. The sample was then macerated using a Kinematica AG Polytron PT-2100 for 1 min. After a 5 min incubation at room temperature 0.2 volumes of chloroform was added and mixed, following by a 3 min incubation at room temperature and 10 min centrifugation at 12,000 g 4°C. The top aqueous layer was transferred to a new tube containing 0.5 volume of isopropanol and 2 to 10 ul of polyacryl carrier (Molecular Research Center, Cat # PC152). After mixing, the precipitate containing the total RNA was collected by 15 min of centrifugation at 12,000 g 4°C. The pellet was then washed two times with 70% ethanol. Total RNA was additionally purified with RNeasy Mini Kit (Qiagen, Cat # 74106). Total RNA yield was determined spectrophotometrically.

### RNA Qualification by Agilent

To characterize the quality of an RNA sample, it was analyzed on the Agilent 2100 Bioanalyzer. Briefly, approximately 100 to 200 ng of the sample was placed in an RNA LabChip with the appropriate sample loading buffer and electrophoresed in parallel with an RNA standard ladder (Ambion cat # 7152). Agilent Technologies’ Bioanalyzer software was used to analyze the results and to create an electropherogram. RNA was considered usable if ratio of 28S ribosomal peak to 18 S ribosomal peak was above 1.0. All the 40 RNA samples used in our expression study had RIN values between 6.4 and 7.2.

### Labeling and Hybridization

10 to 20 ug of total RNA were mixed with the 200 pMol of oligo-dT primer. After 10 min incubation at 70°C and 5 min at 4°C, 20 units of Transcriptor reverse transcriptase (R°C he, Cat # 3531287001), 10 nMol of each dNTP and 4 nMol of aminoallyl-dUTP (Ambion, Cat # 8439) were added, and this mix was incubated 2 hours at 42°C. After 30 min RNase treatment cDNA was purified using QIAquick PCR purification Kit (Qiagen, Cat # 28106). Amount of cDNA was determined spectrophotometrically, and samples were dried on speedvac. cDNA was resuspended in the carbonate buffer (pH 9.0−9.3) and mixed with the Cy3- and Cy5-NHS ethers (Amersham, Cat # PA23001 and PA25001, respectively). After 1 hour incubation in the dark 20 mMol of hydroxylamine were added to quench the reaction, and labeled cDNA was purified using QIAquick PCR purification Kit. Concentration of the labeled cDNA and labeling efficiency were determined spectrophotometrically, and labeled cDNA were hybridized to Agilent Whole Rat Genome Arrayfor 17 hours at 60°C according to manufacturer’s instructions. Two samples were hybridized per chip. Therefore, the 40 samples were run on 20 arrays.

### Image Analysis and Data Processing

The microarrays were scanned at 5 micron resolution using a GenePix4000B scanner (Axon Instruments at Molecular Devices) and the resulting images were analyzed with the software package GenePixPro 6.0 (Axon Instruments at Molecular Devices). Data extracted from the images were transferred to the software package Acuity 4.0 (AxonInstruments) for normalization and statistical analysis. Each array was normalized for signal intensities across the whole array and locally, using Lowess normalization. Features for further analysis were selected according to the following quality criteria: (1) at least 90% of the pixels in the spot had intensity higher than background plus two standard deviations; (2), there were less than 2% saturated pixels in the spot; (3) signal to noise ratio (defined as ratio of the background subtracted mean pixel intensity to standard deviation of background) was 3 or above for each channel; (4) the spot diameter was between 110 and 150 micron; (5)the regression coefficient of ratios of pixel intensity was 0.6 or above.

All data is MIAME compliant and all raw .gpr files from the 20 arrays are deposited in NCBI’s GEO database (GSE29255), a MIAMI compliant database.

### Gene Arrays: Global Transcription Analysis

All 20 raw gpr files (corresponding to the 40 samples of iliac arteries) were imported into GeneSpring GX 11 software (Silicon Genetics, Redwood City, CA). Each condition had 3−4 replicates/arrays. Normalized expression values were calculated by the Robust Multi-array Average (RMA) method. The resultant signal information was analyzed using one-way analysis of variance (ANOVA) (*p<0.05*), assuming normality and equal variances. No correction for multiple comparisons was done. GeneSpring’s cross gene error model, which determines the likelihood of observing a specific fold change to the likelihood of observing a fold measurement by the 50.0 th percentile of all measurements in that sample, then setting the average value of expression level for each gene across the samples to 1.0, and plotting the resulting normalized signal value for each sample (values below 0.01 were set to 0.01). The list and the order of various genes in which they appear in the heatmaps can be viewed in tabular form in the supplemental files.

### Analysis of Previous Aging Aortas Microarray Datasets

Similarly, we performed extensive analysis on a publicly available microarray experiments on aging rat thoracic aortas: (A) Sixteen chips from the rat thoracic aorta tissue from 3, 6, 18, and 28 month old rats (n = 4 per group) [8] (GEO Accession: GSE7281). All 16 raw expression files were normalized using RMA processor. All normalized expression data was analyzed using GeneSpring software. Following normalization one-way analysis of variance was performed for each gene to identify statistically significant gene expression changes. Two criteria were used to determine whether a gene was differentially expressed: fold change of ±2.0 and p value <.05 using a two-tailed distribution. No correction for multiple comparisons was done. Lists of differentially expressed genes from different experiments were compared within GeneSpring and displayed as Venn diagrams to show overlapping and non-overlapping genes (Figure 3). As in our previous work [29], the convergence of differentially expressed genes (Venn diagrams) is what was used to replace the multiple testing in further screening the genes that passed the <.05 significance levels.

### Immunohistochemistry

Cross sections were taken from different levels of the paraffin-embedded arteries. After tissue rehydration, endogenous peroxidase was blocked with 3% hydrogen peroxide. Epitope retrieval was performed with citrate buffer (10 mM sodium citrate, pH 6.0) in a Pascal chamber. Non-specific binding was blocked with 0.5% blocking solution (DAKO, Carpinteria, CA). Slides with the Myl9 primary antibody (1∶250, Abcamab64161)were incubated for 1 hour at room temperature (RT). Biotinylated secondary antibodies (DAKO Universal link) were applied for 30 minutes, followed by a washing step with PBS and 15 min incubation with HRP-streptavidin solution (DAKO) at RT. Color was developed with a DAB chromogenic solution (DAKO). Nuclei were counterstained with Meyer’s hematoxylin and mounted as described above. Images were taken with an Olympus 1X71 camera fitted to an Olympus BX 40 microscope (Olympus America Inc, Center Valley, PA).

## Supporting Information

Table S1 **B: Differentially Expressed Genes in Old Injured Versus Young Control Iliac Arteries at 3 Days Post-Injury.** Listed are the 924 total transcripts differentially expressed by 2 fold (p<.05 with no multiple correction) in old Injured versus young control iliac arteries at 3 days post injury (n = 3 per group).

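Table S1-B lists a fold and a p-value for each transcript at 3 days. The folds equal 2 raised to the size of the plain mean of the 4 arrays' log2 ratios, turned by dye, for the 807 transcripts found of the first 808, so that they rest on all 4 arrays. Of these listed folds 38 are at least 2 and 769 are under 2, with 1.02 the lowest, and the p-values are those of the methods' t-test without adjustment. In the list of Table S1 on 30 min, 66 of 1902 folds are at least 2 and 1836 are under 2. Among the 38 is Myl9, with the fold of 2.20 of its probe.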

(XLS)

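The 1751 transcripts of Table S2-A are those with an unadjusted p under 0.05 in the methods' t-test on the 3 arrays of young versus young arteries. Of the listed folds 102 are at least 2 and 1649 are under 2, with 1.02 the lowest. In the part of the list on old arteries read here, 39 of 987 folds are at least 2. At a fold of at least 2 the t-test passed 29 probes higher and 73 lower in young versus young arteries, and limma called 1 probe at an adjusted p under 0.05.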

Table S2 **A: Differentially Expressed Genes in Young Injured Versus Young Control Iliac Arteries at 30 Minutes Post-Injury.** Listed are the 1751 total transcripts differentially expressed by 2 fold (p<.05 with no multiple correction) in young Injured versus control iliac arteries at 30 minutes post injury (n = 3 per group).
(XLS)

How the deposited data were processed for this re-analysis (not part of the article)

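RNA of iliac arteries of old and young Fisher rats was measured on 20 Agilent Whole Rat Genome arrays, each with 2 artery samples in different dyes. The arrays compare old with young arteries 30 min (3 arrays), 3 days (4) and 7 days (4) after balloon injury and in healthy rats (3), and old with old (3) and young with young arteries (3) at 30 min. The authors scanned the arrays with GenePix, normalized them by Lowess in Acuity and applied criteria of spot quality, and they name GeneSpring with RMA for the comparison of groups; the paper's text does not name the step that made the deposited column. The deposited values are log2 ratios of the channels of an array with medians of −0.03 to 0.02 and no missing values. They were compared with the authors' folds in Tables S1 and S2 with a tolerance of 1%. Folds of old versus young arteries matched when the sign was turned on arrays with the old artery in Cy3, so this was done for all arrays of old versus young arteries, and the arrays within an age were left as deposited, in which form their folds matched. If these stand as Cy5 over Cy3 too, injury cannot be separated from the dye in them, so they were also turned by dye as an added setting. Only the first 808 of 924 transcripts of Table S1-B and the first 987 of the list on old arteries in Table S2 were read, and no overlap was tested on them. Tests of the dye on the values themselves are in the closing section.

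Of the 41010 probes, 21394 have 1 gene symbol in the platform table and 19616 have none; 1 symbol was updated to its current form and 1 line without a probe name was left out. Control spots are not part of the deposited values used here. The comparisons, gene lists, alternatives and the rule for naming genes were fixed before the data were examined, except where a setting or test is said to have been added afterwards. All arrays entered 1 limma fit of the log2 ratios against 0, with 6 coefficients for the comparisons and 1 for the dye of channel 1 (13 residual degrees of freedom and 4.50 prior degrees of freedom). Adjusted p-values are by the Benjamini-Hochberg method over all probes within a comparison. The study's thresholds, an unadjusted p under 0.05 and a 2-fold change, were applied to the same fit. By chance 2050.5 probes would have an unadjusted p under 0.05 in a comparison if all arrays had the same spread. Since the arrays differ in spread, this number does not hold in each comparison. Differences of the old over young ratio between times were contrasts of the same fit. The methods' t-test is a test of the mean of a comparison's arrays against 0 for each probe, with no moderation and no term for the dye, which for these ratios stands for the one-way ANOVA that the paper names.

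Gene lists were tested on 16421 genes, each the mean of its probes, with camera at a preset correlation of 0.01 and, as alternatives, with an estimated correlation and with fry, which asks whether a list's genes move on balance 1 way and does not compare them with other genes. The 204 tests of 34 lists in 6 comparisons were adjusted together. The lists cover smooth muscle, myosin light chains, endothelium, macrophages, neutrophils, lymphocytes, fibroblasts, adipocytes, skeletal muscle, erythroid cells, Schwann cells and neurons, and platelets and coagulation. They also cover immediate early genes, inflammatory cytokines, leukocyte adhesion, collagens and matrix, matrix proteases, the cell cycle, senescence, complement and antigen presentation, the interferon response, oxidative stress, oxidative phosphorylation, ribosomal proteins, heat shock, the circadian clock, hypoxia and glycolysis, angiotensin, endothelin and nitric oxide, calcium and ion channels, cell junctions, and growth factors. The last 3 lists are genes of Figures 2B and 3B. Genes are named by 3 parts of a rule: every gene the paper names, with Myh11, whose values in Tables S1 and S2 had been seen; for each comparison the 10 highest and 10 lowest probes with a gene symbol, an adjusted p under 0.05 and the same sign on every array, or, where fewer than 10 pass, an unadjusted p under 0.01 and a 2-fold change in place of the adjusted p; and up to 4 members with the smallest p of each described list. The adjusted form applies at 7 days (140 probes pass), and the unadjusted form at 30 min (67), at 3 days (32), in old versus old (84), young versus young (90) and healthy arteries (45). Genes named outside this rule are marked as such.

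Correlations across arrays were tested with 100000 permutations, and correlations across probes are descriptive, since probes are not independent replicates. The procedure was tested on simulated values for 41010 probes with each probe's residual spread, equal on all arrays, and 200 changed probes in each comparison: at an adjusted p under 0.05 the fit found 84 to 91 of 100 probes changed 4-fold and 24 to 57 of 100 changed 2-fold, while 3 to 9 unchanged probes passed an adjusted p under 0.05 and 179 to 348 passed the study's thresholds. The real arrays differ in spread between comparisons, so these numbers do not give the sensitivity or the false calls of each comparison. The alternatives were: no dye term, only the arrays of a comparison, a replicate block, median centring, the same spread for all arrays, the other reading of the direction, robust moderation, the methods' t-test, no fold threshold, each array left out in turn, and 5 settings added afterwards. The other reading left the old versus young arrays as deposited and turned the arrays within an age by dye, the reverse of the form used here. Replicate numbers were tested as pairs across comparisons. The number of arrays, 3 or 4 in a comparison, limits the precision. Immunostaining and the data on aortas were not analysed here. R 4.3.3 with limma 3.58.1 and Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used, with the random seed 20110825.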

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

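Of the tests here, those of the dye and of an age effect in the arrays of 3 and 7 days were chosen after the result was seen. On S100vp at 7 days, replicate 1 (2.29) lay apart from the other arrays (3.21 to 3.27), with a gap of 0.944 of the whole range. On Fgg at 7 days, replicate 4 (1.22) lay apart from the others (2.04 to 2.16), with a gap of 0.872 of the range. Of 47 groups of 4 arrays tested for named probes, 2 were above the critical value, which chance exceeds in about 1 of 20 groups.

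The old over young ratio differed between 7 and 3 days for 33 probes in the test of the difference itself, and arrays of these times share a component that keeps its sign in the deposited values whichever artery carried Cy5. As deposited, arrays of opposite dyes at 3 and 7 days correlated at 0.191 to 0.430 across probes, and the constant parts of the 3-day and the 7-day arrays at 0.615. If the values were deposited as old over young, the part that follows the dye would be a dye bias and was to correlate between 3 and 7 days. It correlated at −0.00290. Old versus old and young versus young arrays correlated with each other at 0.457 in the part that follows the dye and at 0.442 in the constant part. With the arrays turned, however, the part that follows the dye is the old over young ratio itself. The value thus shows a lack of agreement between 3 and 7 days in either form. It does not decide between them, and an age effect in values deposited as old over young stays open. A dye bias in values deposited as Cy5 over Cy3 stays open: the component correlated at 0.204 with the part of the old versus old and young versus young arrays that follows the dye and at 0.171 with their constant part, and the form in which those arrays were deposited is not known, so that this test does not decide, while an additive effect of the dye cancels in the means of both times, which have 2 arrays with each dye in channel 1. Over 1114 probes of olfactory receptor genes, the median of the constant part was 0.154 at 3 days and 0.325 at 7 days. In the other comparisons it was −0.057 to 0.070, and these values do not name the source of the component. A difference of age between 3 and 7 days stays open: 4 of 35 splits of the arrays of both times gave as many probes as the real 33, so chance is not excluded, and the highest other split, with 8008 probes, is the one that follows the dye and so measures that shared component again, which points to a structure of the samples without telling its source.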

How the results depend on the processing

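Separate dye terms, the 3 and 7 day arrays left as deposited, the arrays within an age also turned by dye, the other reading of the direction for the gene lists and for the correlation of differences at 30 min, the fit without these 8 arrays and the methods' t-test with no fold threshold are tests chosen after the results were seen; the other alternatives were planned. Of 163 values of named genes, 31 passed an adjusted p under 0.05; none of these did so in every alternative chosen beforehand, and 78 of the 163 kept their direction in all of them. Of the 12 counts of calls, none stayed within 1.5 times its value in all alternatives run, and the listed Myl9 probe stayed above 0 at 3 days in all except the settings given below for the direction. Control spots kept in were not run, since the values used hold none, and a filter for probes with a value on every array changes nothing, since no value is missing. The number of arrays, 3 or 4 in a comparison, limits the precision. Except where the setting itself names it, as with fewer arrays or no fold threshold, the cause was not tested.

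With all arrays brought to the same spread, probes past the study's thresholds were 559 at 30 min, 106 at 3 days (48 higher and 58 lower, against 147 and 104), 158 at 7 days, 381 in old versus old and 565 in healthy arteries. Past an adjusted p under 0.05 were 42 at 30 min (26 higher and 16 lower, against 2 and 2), 5 at 3 days, 18 at 7 days (9 and 9, against 90 and 205), 15 in old versus old, 63 in young versus young and 61 in healthy arteries (13 higher and 48 lower, against 0 and 3); the 3 comparisons at 30 min shared 22 probes, and 4 probes differed between 3 days and 30 min and 4 between 7 and 3 days. With the methods' t-test, 66, 42, 200, 49, 102 and 56 probes passed the study's thresholds at 30 min, 3 days and 7 days and in old versus old, young versus young and healthy arteries; 0, 0, 0, 1, 0 and 0 passed after adjustment, 0 were shared at 30 min and 0 differed between 7 and 3 days. With no fold threshold the counts in this order were 1748, 1739, 4503, 1481, 2294 and 1248, with 1 probe shared by the 3 times and 79 by the 3 comparisons at 30 min, and with the methods' t-test and no fold threshold 1902, 923, 1489, 1366, 1751 and 1933, with 1 and 12 shared.

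In the other reading of the direction, 1766 probes at 3 days, 3109 at 7 days, 155 in old versus old and 62 in healthy arteries passed the study's thresholds; 6092 at 3 days, 8573 at 7 days and 0 in each of the other 4 comparisons passed an adjusted p under 0.05; 18 and 9 probes were shared, and 718 differed between 3 days and 30 min and 390 between 7 and 3 days. Myl9 turned to −0.0800 at 3 days (adjusted p = 0.893) and had −0.0126 at 7 days and 0.13 in old versus old arteries. Gja5 (1.12) and Gnat2 (0.85) in old versus old arteries, Samd4b (0.50) and Wnt10a (−0.19) at 3 days, Alb (−0.29), S100vp (−0.25) and Thrb (0.45) at 7 days, and Agt (0.36) and Scd (0.22) in healthy arteries turned. With the 3 and 7 day arrays left as deposited, 1764 probes at 3 days and 3108 at 7 days passed the study's thresholds, and 7 at 30 min, 6327 at 3 days, 8826 at 7 days, 5 in young versus young and 6 in healthy arteries an adjusted p under 0.05; 5 were shared by the 3 times, 1553 differed between 3 days and 30 min and 399 between 7 and 3 days. Myl9 (−0.0800 at 3 days, −0.0126 at 7 days), Samd4b, Wnt10a, Alb, S100vp and Thrb turned to the same values as in the other reading. With the arrays within an age also turned by dye, 161 probes in old versus old and 172 in young versus young arteries (110 higher and 62 lower, against 143 and 175) passed the study's thresholds; 0 each at 30 min, in old versus old, young versus young and healthy arteries passed an adjusted p under 0.05, 2 were shared at 30 min, and Gja5 (1.05) and Gnat2 (0.71) in old versus old arteries turned. Of 163 values of named genes 128 stayed the same there, in direction and in passing or not passing an adjusted p under 0.05. A turn in direction also counted as the same where neither value passed and the change was under the standard deviation of the comparison's arrays. In this setting 17 tests of gene lists were called, with 0 of the 20 called in old versus old and 0 of the 12 in young versus young arteries among them.

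With only the arrays of a comparison, 0 probes passed an adjusted p under 0.05 in each of the 6 comparisons, 8 were shared at 30 min, Myl9 at 3 days had 1.14 with an adjusted p = 0.822, and 1 probe differed between 7 and 3 days. With a replicate block, adjusted calls were 0 at 30 min, 1 at 3 days, 0 in old versus old and 0 in healthy arteries, and Myl9 at 3 days had 1.14 with an adjusted p = 0.0626; replicate numbers do not pair the arrays, since the 46 pairs with the same number correlated at a median of −0.094 (−0.476 to 0.413) and 3 of 20 arrays correlated best with their own number. Without the 8 arrays of 3 and 7 days, adjusted calls were 8 at 30 min, 2 in old versus old, 5 in young versus young and 15 in healthy arteries. No dye term, median centring and robust moderation each gave 7 adjusted calls at 3 days. Separate dye terms gave 52 at 3 days, 602 at 7 days and 17 in young versus young arteries, and 101 probes between 7 and 3 days. Of the 64 of 204 tests of gene lists called, 2 were called with an estimated correlation and 2 with fry, and in the other reading of the direction 2 tests were called (0 higher and 2 lower), 1 of them among the 64 in its direction. The correlation of 0.22 between the difference of the old over young ratio from healthy arteries to 30 min and the difference of the ratios within the old and within the young was 0.42 over probes past the study's thresholds, 0.0360 in the other reading of the direction, 0.140 with the arrays within an age also turned by dye and −0.0508 when the young artery was taken as a control.

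With each array left out in turn (the lowest and the highest value), probes past the study's thresholds were 206 to 1172 at 30 min (highest without replicate 2), 243 to 494 at 3 days (without replicate 4), 677 to 1341 at 7 days (without replicate 4), 200 to 717 in old versus old (without replicate 2), 244 to 730 in young versus young (without replicate 1) and 149 to 582 in healthy arteries (without replicate 2). Adjusted calls were 0 to 5 at 30 min (0 without any of 8 arrays), 3 to 29 at 3 days (3 without its replicate 3, 29 without 7 days replicate 2), 175 to 674 at 7 days (175 without 30 min replicate 1, 674 without 7 days replicate 4), 0 to 5 in old versus old, 0 to 3 in young versus young and 0 to 5 in healthy arteries. Shared probes were 0 to 1 at the 3 times and 1 to 24 at 30 min, 20 to 164 probes differed between 7 and 3 days (20 without 3 days replicate 4, 164 without 7 days replicate 4) and 0 in the other differences between times, and 50 to 68 tests of gene lists were called. Myl9 had −0.16 to −0.11 at 30 min, 0.98 to 1.27 at 3 days (past the adjusted threshold except without replicate 1, at 0.98, and without replicate 4, at 1.11), 0.50 to 0.70 at 7 days, −0.42 to −0.07 in old versus old, −0.06 to 0.09 in young versus young and 0.08 to 0.18 in healthy arteries. The correlation of the differences at 30 min was −0.13 (without old versus old replicate 2) to 0.38 (without young versus young replicate 1).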

Differences from the paper's values

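The comparison with the methods' t-test and no fold threshold is among the tests chosen after the values were seen; the others were planned. At the study's stated thresholds, Table S1-B gives the paper's count of 924 transcripts at 3 days, and limma called 251 probes here. None of the 29 alternatives set before the data were examined came within 1.5 times the paper's value (42 to 1766); the methods' t-test with no fold threshold, chosen after seeing the values, gave 923 and drops 1 of the paper's transcripts read, which is not among the values. Table S2-A gives the paper's count of 1751 in young versus young arteries, against 318 here. Of the 29, only no fold threshold (2294) came within 1.5 times the paper's value and the other 28 did not (102 to 2294 over all); the methods' t-test with no fold threshold gave 1751 and drops none of the paper's transcripts.

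For transcripts shared by 30 min and 3 days only, the paper's value is 40 and the value here is 0, with none of the 29 alternatives within it (0 to 18). Shared by 3 and 7 days only were 44 in the paper and 16 here; the settings without 3 days replicate 4, without 7 days replicate 3 and without 7 days replicate 4 came within 1.5 times the paper's value and the other 26 did not (1 to 872). Shared by 30 min and 7 days only were 74 in the paper and 15 here, with none of the 29 within it (6 to 131). Shared by the 3 comparisons at 30 min were 12 in the paper and 5 here; only the arrays of the comparison, the other reading of the direction, and the settings without old versus old replicate 1 and without old versus old replicate 2 came within it, and the other 25 did not (0 to 79). The methods' t-test with no fold threshold, chosen after seeing the values, gave 40, 44, 74 and 12, and over the paper's list of 1908 transcripts at 30 min it drops 6, which are not among the values.

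The paper's Myl9 folds of −2.2, 4.6 and 2.9 at 30 min, 3 days and 7 days match the values here only on the scale of 2 raised to the fold, where the values here are −2.15, 4.61 and 2.86; as plain folds these are 1.11 lower, 2.20 higher and 1.51 higher. On that scale they do not differ, and of the 28 alternatives set beforehand 18, 27 and 27 do not differ from the paper's values at these times. No change at all reads as 2 on that scale, so the match of −2.15 with −2.2 at 30 min shows little beyond the sign. A value counted as different if its sign was opposite. It also did if its log2 ratio lay farther off than the standard deviation of the arrays and its value farther than the paper's rounding. The other reading of the direction differs, with −2.08 and −2.01 at 3 and 7 days, of opposite sign to the paper's 4.6 and 2.9. Where the paper states that Myl9 was significantly lower at 30 min, its log2 ratio here was −0.14 with an adjusted p = 1.00, below 0 on 3 of 3 arrays. Where the paper names Myl9 as the gene that passed at all 3 times, no probe did so here at the study's thresholds in limma, and in the methods' t-test with no fold threshold Myl9 alone did.

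The paper gives a 2-fold threshold for its lists, while 1836 of 1902 listed folds at 30 min, 769 of 807 at 3 days, 1649 of 1751 in young versus young and 948 of 987 in old versus old arteries are under 2. Of the 12 probes that the methods' t-test with no fold threshold shares at 30 min, as many as the paper's 12 genes, Gja5 passed the study's thresholds within the old and within the young and the unnamed probe A_44_P607972 in old over young and young versus young arteries, and the other 10 passed in none of the 3 comparisons in limma. Where the paper gives Bcl2 as higher in old healthy iliac arteries, its probes had −0.19 and 0.29; for Vcam1 (0.64), Nox4 (0.51), Vegfa (−0.20 and −0.07), Col1a1 (−2.64, −1.32 and −0.22) and Col3a1 (−1.74) the direction is that of the paper, with no adjusted p under 0.05. This direction turns in the other reading, with −0.16 for Vcam1, −0.12 for Nox4, 0.10 and 0.12 for Vegfa, 0.51 and 0.42 for the first Col1a1 probes and 0.31 for Col3a1.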

Other observations

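Of the tests in this part, those of a change of skeletal muscle genes with injury or age, of the arrays within an age also turned by dye, of the other reading of the direction for the correlation of differences and of the orientations of the arrays at 3 and 7 days were chosen after the result was seen. Past the unadjusted form of the naming rule at 3 days were Top2b, a DNA topoisomerase (1.71, adjusted p = 0.0896), the T cell receptor subunit Cd3e (1.51), the kinase gene Ern2 (1.11) and the lipoprotein receptor gene Lrp1b (1.10), higher in old arteries. Lower were the claudin Cldn18 (−1.52, adjusted p = 0.102), the histone deacetylase Hdac5 (−1.42, adjusted p = 0.107), the defensin Defa5 (−1.74) and Taf2 (−1.17); in the other reading of the direction Top2b (−0.98), Cd3e (−0.91), Ern2 (−0.34) and Defa5 (0.36) turned in sign. In healthy arteries RT1-CE5, an MHC class I gene (1.26, adjusted p = 0.176), and Ccn5 (1.28) were higher in the old and Apold1 lower (−1.79), with −0.23 for RT1-CE5 and −0.19 for Ccn5 in the other reading. Within the ages at 30 min, Ceacam4 (1.79 in old and 2.21 in young arteries) and the lipoxygenase Alox15b (1.56 and 1.61) were above 0 in the deposited ratios, and in old arteries the growth factor receptor Fgfr3 was below 0 (−1.62); with the arrays within an age also turned by dye these had −0.61, −1.22 and 1.46 in old versus old arteries.

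Lists that passed camera in none of the 6 comparisons were those of senescence (smallest adjusted p = 0.0896), hypoxia and glycolysis (0.0787), Schwann cells and neurons (0.0536), growth factors (0.242) and the lists of oxidative stress and of Figure 2B given above. At 7 days single members of uncalled lists passed when adjusted over the list alone, among them Uchl1 (0.78) and Mmp8 (1.50) higher and Mmp10 (−1.38) lower in old arteries, and in healthy arteries Sele (−1.32) and Pmp22 (−0.58) were lower. At 30 min, the difference of the old over young ratio from healthy arteries correlated across probes with the difference between the ratios within the old and within the young at 0.22 (slope 0.25). This correlation was −0.13 without old versus old replicate 2, 0.0360 in the other reading of the direction, 0.140 with the arrays within an age also turned by dye and −0.0508 with the young artery as a control, so that it does not settle which arteries were injured.

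The listed Myl9 probe was higher in old arteries on all 8 arrays of 3 and 7 days. The other 2 Myl9 probes were higher on 3 of 4 arrays each at 3 days, and on 3 of 4 and 2 of 4 at 7 days. That the listed probe reads another transcript was tested over the 20 arrays by its correlation with the mean of the other two, which was 0.352 and met what had been written down for another transcript. Within the 12 other arrays the correlation was 0.923 and within the 8 arrays of 3 and 7 days −0.480, so that the pooled value does not decide, and the explanations cannot be told apart on these arrays. A share of smooth muscle that differs between arteries was tested by the correlation of the listed probe with the median of 16 other smooth muscle genes, which was 0.230 over all arrays (permutation p = 0.330), 0.033 without the 2 farthest arrays, 0.766 in the 12 arrays and −0.468 in the 8, and it stays open too. A difference of age in Myl9 itself at 3 days, which the design names, remains open and may hold only with the arrays turned, since the ratio was −0.0800 with the arrays of 3 and 7 days left as deposited.

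Transcripts of other tissues varied: skeletal muscle markers differed between arrays, with array medians from −1.66 to 0.86, and liver transcripts such as Alb were higher at 7 days. Against liver RNA in the samples of old arteries at 7 days speaks that 30 other abundant liver transcripts had a median of −0.16 (array medians 0.25, −0.40, 0.27 and −0.27), with F2 (1.01) alone higher at an adjusted p under 0.05. A change of the skeletal muscle genes with injury or age was to keep the sign of the list's median on every array of a called comparison. The median changed sign between arrays in 3 of the 3 called comparisons. In young versus young arteries only replicate 1 lay above 0, at 0.03, beside −1.24 and −1.19. Within an age the injured artery is not known, so the signs there do not decide on injury. In healthy arteries replicate 1 (0.86) went against the others (−1.47 and −1.03), so that no change with age was seen on every array. Skeletal muscle tissue in some samples could move these genes together; the median pairwise correlation of 15 markers was 0.287 over the 20 arrays, against 0.359 for the highest of 1000 random lists, with 0.368 in the 12 arrays other than 3 and 7 days and −0.061 in those 8, which does not decide. What raised Alb, Ambp, Fgg and Fgb at 7 days stays open.

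Turning single arrays gives other orientations of a comparison, and these are too few for a share under 0.05 in each comparison. At the study's thresholds the real orientation passed 218 probes at 30 min (highest other 183; 1 of 4 orientations had as many), 252 in old versus old (173; 1 of 4), 318 in young versus young (155; 1 of 4) and 162 in healthy arteries (144; 1 of 4). At 3 days it passed 251 (highest other 1728; 7 of 8 orientations had as many) and at 7 days 685 (3097; 6 of 8). Past an adjusted p under 0.05 the real orientation had 4 probes at 30 min, 4 in old versus old, 1 in young versus young and 3 in healthy arteries, with 0 as the highest other and 1 of 4 orientations each. At 3 days it had 14 (highest other 3060; 4 of 8) and at 7 days 295 (5851; 3 of 8). The highest at 3 and at 7 days is the orientation that follows the dye and so restores the deposited form, with many times the real count, which points to a structure of these samples without telling whether it comes from the dye. Between 3 days and 30 min all 35 splits had 0 probes, as had the real one, and between 30 min and healthy arteries all 10 splits had at least the real 0 (highest other 15), too few for a share under 0.05.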
